# Myeloid-CITED2 Deficiency Exacerbates Diet-Induced Obesity and Pro-Inflammatory Macrophage Response

**DOI:** 10.3390/cells12172136

**Published:** 2023-08-24

**Authors:** Atif Zafar, Hang Pong Ng, E. Ricky Chan, Sally L. Dunwoodie, Ganapati H. Mahabeleshwar

**Keywords:** signal transduction, gene regulation, macrophages, inflammation, pathogenesis

## Abstract

Macrophages are the principal component of the innate immune system that are found in all tissues and play an essential role in development, homeostasis, tissue repair, and immunity. Clinical and experimental studies have shown that transcriptionally dynamic pro-inflammatory macrophages are involved in the pathogenesis of diet-induced obesity and insulin resistance. However, cell-intrinsic mechanisms must exist that bridle uncontrolled pro-inflammatory macrophage activation in metabolic organs and disease pathogenesis. In this study, we show that CBP/p300-interacting transactivator with glutamic acid/aspartic acid-rich carboxyl-terminal domain 2 (CITED2) is an essential negative regulator of pro-inflammatory macrophage activation and inflammatory disease pathogenesis. Our in vivo studies show that myeloid-CITED2 deficiency significantly elevates high-fat diet (HFD)-induced expansion of adipose tissue volume, obesity, glucose intolerance, and insulin resistance. Moreover, myeloid-CITED2 deficiency also substantially augments HFD-induced adipose tissue inflammation and adverse remodeling of adipocytes. Our integrated transcriptomics and gene set enrichment analyses show that CITED2 deficiency curtails BCL6 signaling and broadly elevates BCL6-repressive gene target expression in macrophages. Using complementary gain- and loss-of-function studies, we found that CITED2 deficiency attenuates, and CITED2 overexpression elevates, inducible BCL6 expression in macrophages. At the molecular level, our analyses show that CITED2 promotes BCL6 expression by restraining STAT5 activation in macrophages. Interestingly, siRNA-mediated knockdown of STAT5 fully reversed elevated pro-inflammatory gene target expression in CITED2-deficient macrophages. Overall, our findings highlight that CITED2 restrains inflammation by promoting BCL6 expression in macrophages, and limits diet-induced obesity and insulin resistance.

## 1. Introduction

Macrophages are major phagocytic cells of the innate immune system that play a critical role in maintaining tissue homeostasis and protecting the host from the deleterious effects of infections and injuries [1]. Macrophages sense the surrounding environment by an array of cell surface receptors, including pattern recognition receptors, scavenger receptors, Siglecs (sialic-acid-binding immunoglobulin-like lectins), and integrins. Activation of these cell surface receptors spurs complex intracellular signaling pathways that engage several transcription factors, such as NFkB, STATs, IRFs, and KLFs, to shape the macrophage inflammatory response to extremal stimuli [2]. However, unrestrained macrophage activation leads to the development of inflammatory diseases such as asthma, arthritis, atherosclerosis, vasculitis, psoriasis, colitis, and ileitis [3]. Interestingly, clinical and experimental studies provide evidence that inflammatory macrophage accumulation in white adipose tissue plays a critical role in the development of diet-induced obesity and type 2 diabetes mellitus (T2D) [4]. These classically activated macrophages are found in higher numbers in adipose tissues of obese subjects than in lean subjects [5]. They are the major sources of pro-inflammatory cytokines such as TNF, IL1β, and IL6 [6]. These macrophage-derived pro-inflammatory cytokines can function in a paracrine or endocrine manner to cause decreased insulin sensitivity in major metabolic organs [7]. Despite the extensive studies in this area highlighting the implicit role of inflammatory macrophages in the development of obesity and insulin resistance, the cell-intrinsic negative regulatory mechanisms that restrain the inflammatory response in macrophages remain elusive. Thus, identifying such regulatory mechanisms that bridle pro-inflammatory macrophage activation could aid the development of effective therapeutics for the treatment of co-morbidities of obesity, such as insulin resistance and T2D.

The pro-inflammatory gene expression at the transcriptional level is restrained by several inducible negative regulators such as B cell lymphoma 6 (BCL6) and IκBα to bridle the inflammatory response [8]. The proto-oncogene BCL6 encodes a transcriptional repressor protein containing an N-terminal POZ domain and a C-terminal zinc finger domain [9]. BCL6 has been shown to play a crucial role in maintaining macrophage quiescence and limiting systemic inflammatory response [10]. Indeed, several studies have shown that BCL6 restrains pro-inflammatory gene expression by cooperating with other co-repressor factors such as nuclear receptor co-repressor 1 (NCOR1), NCOR2, histone deacetylases (HDACs), BCL6 corepressor (BCOR), and SIN3A [11]. Interestingly, BCL6 inhibits TLR-mediated pro-inflammatory cytokine and chemokine expression in macrophages through proximal binding to NFκB response elements [10]. Further, recent studies have uncovered that BCL6 negatively regulates atherogenic gene expression in vivo and loss of BCL6 in bone marrow accelerates inflammation and/or cholesterol-dependent atherosclerosis [12]. In addition, high-fat diet (HFD)-fed mice with BCL6-knockout bone marrow transplantation also exhibited significantly elevated inflammatory gene expression in white adipose tissue [12]. Interestingly, BCL6 overexpression significantly attenuated HFD-induced body weight gain, hepatic lipid deposition, inflammatory macrophage accumulation, and pro-inflammatory gene expression in liver tissue [13]. More importantly, BCL6 overexpression substantially curtailed HFD-induced insulin resistance and lowered the serum glucose profile [13]. Despite previous studies demonstrating the importance of BCL6 in regulating inflammatory gene expression, the precise role of BCL6 signaling in metabolic inflammation and diet-induced metabolic dysfunction is not well understood. In this study, we found that myeloid Cbp/p300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain 2 (CITED2) promotes BCL6 signaling to limit the expression of inflammatory gene targets and the pathogenesis of diet-induced obesity and metabolic dysfunction.

CITED2 is a member of the CBP/p300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain family of transcriptional regulators and is mainly localized in the nucleus [14]. Our previous studies have shown that CITED2 plays an important role in cellular development and differentiation [15]. Experimental murine studies have shown that CITED2 mutation or deficiency results in congenital heart and neural crest defects, impairment in the development of the liver, lung, adrenal tissue, placenta, and perturbation in the left–right patterning of the body axis [16]. Our prior studies showed that CITED2 is primarily expressed in murine and human macrophages [17]. Myeloid-CITED2-specific knockdown mice are highly prone to lipopolysaccharide (LPS)-induced endotoxic shock syndrome, zymosan-induced lung inflammation, and experimental atherogenesis [17,18,19]. Mechanistically, our prior studies showed that CITED2 in cooperation with PPARγ promotes anti-inflammatory gene expression while suppressing NFκB, HIF1α, STAT1, and IRF1 signaling to attenuate pro-inflammatory gene expression in macrophages [17,18,19]. Moreover, a previous report has shown that CITED2 regulates GCN5-mediated PGC-1a acetylation and hepatic gluconeogenesis in murine studies [20]. Despite previous studies indicating a role for hepatic-CITED2 in gluconeogenesis, the importance of myeloid-CITED2 signaling in diet-induced obesity and insulin resistance has not been investigated. Herein, we provide evidence that myeloid-CITED2 limits pro-inflammatory gene expression by elevating BCL6 signaling, and substantially curtails diet-induced obesity and insulin resistance.

## 2. Materials and Methods

### 2.1. Reagents and Resources

Key reagents and resources, including the source of antibodies, chemicals, reagents, and primer sequence information, are provided in Tables S1 and S2 in the Supplementary Materials.

### 2.2. Experimental Mouse Models

All animal procedures were approved by the Case Western Reserve University Institutional Animal Care and Use Committee and conformed to the American Association for Accreditation of Laboratory Animal Care guidelines. The investigators performing the animal experiments were blinded to mouse genotypes by noncontinuous ear tag numbering. The mice colony was maintained in pathogen-free conditions. The mouse room was on a 12 h light/dark cycle and standard laboratory chow diet. Myeloid-CITED2-deficient mice were generated in our laboratory as described in our previous study [17,21]. In brief, the control (*Lyz2^cre^*) and myeloid-specific CITED2-deficient (*Cited2^fl/fl^:Lyz2^cre^*) mice were generated by breeding male and female *Cited2^fl/fl^* and *Lyz2^cre^* mice. The Cited2fl/fl:Lyz2cre mice (pure C57BL/6 background) contained two Cited2 floxed alleles and one Lyz2 Cre allele. Mice with one Cre allele (*Lyz2^cre^*) were used as the control group (pure C57BL/6 background). *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice were fed a HFD (D12108C, Research Diets, New Brunswick, NJ, USA) for the indicated periods to induce obesity and insulin resistance. The animal colony was maintained in pathogen-free conditions and the mouse room was on a 12 h light/dark cycle and monitored daily. An oral glucose tolerance test (GTT) was performed with 1 g/kg body weight glucose solution following an overnight unfed period, and an insulin tolerance test (ITT) was performed on mice that were unfed for 5 h by injecting insulin at 1 U/kg body weight. Blood glucose levels for GTT and ITT were monitored at indicated time points using Accu-Chek glucose readers (Roche, Basel, Switzerland). After 20 weeks of HFD, *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice were evaluated for body fat distribution using a 7T small animal MRI scanner.

Further, perigonadal visceral adipose tissues were obtained from the experimental mice after 20 weeks of control or HFD feeding. The adipose tissues were fixed in 10% buffered formalin, embedded in paraffin, and stained with hematoxylin and eosin. These hematoxylin-and-eosin-stained adipose tissue images were utilized to analyze the number and size of adipocytes using the ImageJ program (National Institutes of Health, Bethesda, MD, USA). To quantify the macrophage abundance in adipose tissue, paraffin sections of adipose tissues were deparaffinized in xylene and rehydrated in graded ethanol series. Samples were subjected to antigen retrieval steps with antigen unmasking solution. Samples were treated with 0.3% H_2_O_2_ for 30 min at room temperature and the nonspecific antibody binding was blocked by using a blocking buffer. These tissue sections were incubated with rabbit anti-F4/80 antibody overnight at 4 °C and were subsequently incubated with biotin-conjugated goat anti-rabbit IgG for 30 min at room temperature. These sections were further incubated in avidin–biotin complex reagent, and the immunostaining was visualized by using 3,3′diaminobenzidine reagent. Images were acquired using a microscope and then macrophage areas were quantified using the ImageJ program.

### 2.3. Cell Culture

The RAW264.7 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U/mL penicillin, 10 µg/mL streptomycin, and 2 mM glutamine in a humidified incubator (5% CO_2_ and 37 °C). The bone-marrow-derived macrophages (BMDMs) were generated from indicated mice genotypes by ex vivo differentiation of bone marrow cells. Briefly, bone marrow cells from 8-week-old *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice femurs and tibiae were collected. These bone marrow cells were cultured in complete DMEM supplemented with recombinant mouse macrophage colony-stimulating factor (M-CSF) for 7 days. The resulting BMDMs were harvested and utilized for the stated experiments. Mouse thioglycolate-elicited peritoneal macrophages (PMs) were obtained by inducing peritonitis with 3% thioglycolate broth in 8- to 12-week-old mice. These mice were euthanized on day 3, and the primary peritoneal macrophages obtained were cultured in complete DMEM as described above. The primary macrophages from adipose tissue were obtained 20 weeks after the initiation of control or HFD. Briefly, adipose tissue was washed with ice-cold 1X phosphate-buffered saline to remove red blood cells (RBCs). The adipose tissue was minced with scalpel blades and incubated in a collagenase–dispase mixture (3 mg/mL) for 4 h at room temperature with gentle shaking. The cellular suspension was collected using a tissue strainer, and anti-F4/80 microbeads were used to purify the macrophages from these cellular suspensions. The total RNA samples derived from adipose tissue macrophages (ATMs) were utilized for RT-qPCR analyses.

### 2.4. RNAseq Analysis

Total RNA from *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were obtained by using the High Pure RNA Isolation Kit. The RNA samples were quantified by using a Qubit Fluorometer and an Agilent 2100 BioAnalyzer was utilized to determine the quality, using a cutoff of RIN > 7.0 to select specimens for further analysis. A cDNA library for RNAseq was generated from 150 ng of total RNA using an Illumina TruSeq Stranded Total RNA kit with Ribo Zero Gold for rRNA removal according to the manufacturer’s protocol. The resulting purified mRNA was used as input for the Illumina TruSeq kit, in which libraries are tagged with unique adapter indexes. Final libraries were validated on the Agilent 2100 BioAnalyzer, quantified via qPCR, and pooled at equimolar ratios. Pooled libraries were diluted, denatured, and loaded onto an Illumina NextSeq 550 System using a high-throughput flow cell. STAR Aligner was used for mapping the sequencing reads to the mm10 mouse reference genome. The aligned reads were then analyzed with Cuffdiff to obtain gene-level expression data using the GENCODE gene annotation for mm10, and reported as fragments per kilobase per million reads mapped (FPKM). Differential expression analysis was also performed using the Cuffdiff package and significantly differentially expressed genes were defined using an adjusted *p*-value < 0.05 (FDR-corrected). Gene expression tables for relevant pairwise comparisons were analyzed for gene set enrichment analysis (GSEA) using GenePattern (Broad Institute) [22]. We specifically utilized Hallmark pathways data sets for current studies. The gene interactome and interactive gene network between significantly dysregulated HALLMARK signaling pathways were analyzed by Circos [23] and Cytoscape 3.9.1. [24], respectively. The gene sets with a family-wise error rate (FWER) value less than 0.05 were considered enriched. Heatmaps were generated using ClustVis. The sequencing data reported in this manuscript have been deposited in the Gene Expression Omnibus (GSE218217).

### 2.5. RNA Extraction, Real-Time Quantitative PCR, and Western Blot

Total RNA extracts were isolated from indicated specimens using the High Pure RNA Isolation kit. The total RNA samples (1 µg each) were reverse-transcribed using M-MuLV reverse transcriptase in the presence of random hexamers and oligo-dT primers. Real-time quantitative PCR was performed using the Universal SYBR Green PCR Master Mix or TaqMan Universal Master Mix on an Applied Biosystems Step One Plus real-time PCR system (Thermo Fisher Scientific Inc, Waltham, MA) in the presence of gene-specific primers. The list of primers utilized in this study is provided in Supplementary Materials Table S2. Macrophages were lysed in 1X RIPA buffer supplemented with protease and phosphatase inhibitors. Protein concentration in cell lysates was measured by a bicinchoninic acid (BCA) protein assay and equal amounts of protein lysates were loaded on 8% Mini-PROTEAN TGXTM precast gels (Bio-Rad). The resolved protein was transferred to nitrocellulose membranes and blotted using standard protocols with antibodies against BCL6 (1:1000); STAT3, p-STAT3, (1:2500); STAT5, p-STAT5 (1:2500); and β-ACTIN (1:5000).

### 2.6. Transient Transfection and Luciferase Reporter Assay

RAW264.7 cells and mice BMDMs were transfected using Lipofectamine transfection reagents according to the manufacturer’s instructions (Thermo Fisher Scientific Inc, Waltham, MA, USA). Transfected cells were stimulated with LPS (100 ng/mL) or PBS and used for indicated experiments. RAW264.7 cells were transfected with native BCL6 promoter-driven luciferase reporter plasmid (pLA/B9 WT) or were co-transfected with CITED2-specific siRNA or pCMV-CITED2 plasmid using the Lipofectamine transfection reagent. After transfection, these cells were challenged with PBS or 100 ng/mL LPS for 18 h. Luciferase reporter activity was measured and normalized according to the manufacturer’s instructions. The results are presented as relative luciferase activity over the control group.

### 2.7. Quantitative and Statistical Analysis

All data, unless indicated otherwise, are presented as the mean ± standard deviation (SD). The statistical significance of differences between the two groups was analyzed by Student’s t-test or two-way ANOVA with Bonferroni multiple comparison tests. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Myeloid-CITED2 Deficiency Exacerbates HFD-Induced Obesity and Insulin Resistance

Prior reports have shown that macrophage-mediated adipose tissue inflammation exacerbates HFD-induced obesity and insulin resistance [25,26,27,28]. However, whether myeloid-CITED2 plays any significant role in the pathogenesis of diet-induced obesity and insulin resistance has not been examined. Our previous studies indicated that CITED2 restrains pro-inflammatory macrophage response and pathogenesis of inflammatory diseases [17,18,19]. Thus, we hypothesized that macrophage-CITED2 deficiency will augment HFD-induced obesity and insulin resistance in vivo. To test this hypothesis, cohorts of *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice were fed a HFD, and changes in body weight gains were recorded. As shown in Figure 1A, HFD feeding rapidly increased the body weight gain in *Lyz2^cre^* mice. Interestingly, *Cited2^fl/fl^*:*Lyz2^cre^* mice were highly susceptible to HFD-induced body weight gain, and maintained significantly higher body weight compared to *Lyz2^cre^* mice fed a HFD (Figure 1A). Concordant with these findings, MRI analyses showed that *Cited2^fl/fl^*:*Lyz2^cre^* mice fed a HFD exhibit significantly higher subcutaneous and visceral adipose tissue volume compared to *Lyz2^cre^* mice fed a HFD (Figure 1B,C). To explore the impact of myeloid-CITED2 deficiency on HFD-induced insulin resistance, we performed glucose and insulin tolerance tests (GTT and ITT) by utilizing *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice. Oral GTT results revealed that myeloid-CITED2-deficient mice were significantly more glucose intolerant and maintained significantly higher blood glucose levels after 18 weeks of HFD challenge (Figure 1D). This result was secondary to increased insulin resistance, as evidenced by the significantly curtailed response to the glucose-lowering effects of exogenous insulin observed in HFD-fed *Cited2^fl/fl^*:*Lyz2^cre^* mice (Figure 1E). Overall, these findings show that myeloid-CITED2 knockdown significantly exacerbates HFD-induced obesity and insulin resistance. 

### 3.2. Myeloid-CITED2 Deficiency Enhances HFD-Induced Adipose Tissue Macrophage Abundance

Previous studies have shown that diet-induced obesity triggers macrophage accumulation in visceral adipose tissue and establishes chronic low-grade inflammation [29]. This chronic inflammation of adipose tissue is associated with increased insulin resistance, and impeding macrophage-specific pro-inflammatory signaling pathways improved insulin sensitivity in HFD-fed hosts [4,7]. In this context, our findings show that myeloid-CITED2 deficiency exacerbates HFD-induced obesity, subcutaneous and visceral fat accumulation, glucose intolerance, and insulin resistance in vivo (Figure 1A–E). Thus, we sought to examine whether myeloid-specific CITED2 deficiency alters HFD-induced adipose tissue macrophage abundance and adipocyte morphology in vivo. Accordingly, chow- or HFD-fed *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice visceral adipose tissues were subjected to detailed immunohistochemical and morphometric analyses. Our analyses show that myeloid-CITED2 knockdown did not alter macrophage abundance in visceral adipose tissue on the chow diet (Figure 2A,B). However, the HFD challenge significantly elevated macrophage abundance in *Lyz2^cre^* mice visceral adipose tissue (Figure 2A,B). Surprisingly, visceral adipose tissue macrophage abundance was dramatically increased in *Cited2^fl/fl^*:*Lyz2^cre^* mice fed a HFD compared to *Lyz2^cre^* mice fed a HFD (Figure 2A,B). Further, we examined whether myeloid-CITED2 deficiency alters pro- or anti-inflammatory gene expression in adipose tissue macrophages following HFD. As shown in Figure 2C, myeloid-CITED2 deficiency significantly elevated pro-inflammatory gene expression (*Il1a, Tnf, Ccl2,* and *Il12b*) while limiting anti-inflammatory (*Mrc1, Arg1, Chil3l3*, and *Retnla*) gene expression in adipose tissue macrophages. Next, we assessed whether myeloid-CITED2 deficiency alters visceral adipocyte morphometrics on a chow or HFD. Our findings show that adipocyte size and numbers were comparatively similar between *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice fed a chow diet (Figure 2D–F). As expected, HFD feeding significantly enlarged adipocyte size and attenuated adipocyte numbers in a given area (Figure 2D–F). Interestingly, *Cited2^fl/fl^*:*Lyz2^cre^* mice fed a HFD exhibited a substantial and significant increase in adipocyte size and a decrease in adipocyte numbers per field view as compared to HFD-fed *Lyz2^cre^* mice (Figure 2D–F). Collectively, our analyses show that myeloid-CITED2-deficient mice are susceptible to HFD-induced adipose tissue inflammation and adverse morphometric changes in adipocytes.

### 3.3. CITED2 Deficiency Augments Broad Pro-Inflammatory Gene Expression in Macrophages

Our previous studies have shown that CITED2 curbs inducible pro-inflammatory gene expression in macrophages [17,18,19]. Particularly, CITED2 limits TLR ligand- or IFNγ-induced HIF1α, NFkB, STAT1, and IRF1 signaling, and corresponding pro-inflammatory target gene expression in macrophages [17,18,19]. However, our prior analyses showed that unstimulated human/murine primary macrophages and cell lines express the CITED2 protein [17]. Thus, we hypothesized that CITED2 is an endogenous transcriptional repressor of pro-inflammatory genes in the resting state and CITED2 deficiency would be sufficient to elevate broad pro-inflammatory gene expression in unstimulated macrophages. To test this hypothesis, total RNA samples from *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were utilized to perform unbiased gene expression profiling analysis. 

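Bone-marrow-derived macrophages (BMDMs), which are grown from bone marrow cells in medium with macrophage colony-stimulating factor, were profiled in the resting state. The RNAseq data comprise 3 control libraries from *Lyz2 cre* mice and 3 CITED2-deficient libraries from *Cited2 fl/fl*:*Lyz2 cre* mice. In the second genotype, Cre recombinase made from the *Lyz2* locus of myeloid cells removes the floxed part of *Cited2*. The paper gives an age of 8 weeks for the mice, while the sample labels give 10 weeks. Ribosomal RNA was removed from total RNA before stranded libraries were made, and the authors mapped the reads to the mm10 genome with STAR. Cuffdiff and the GENCODE annotation then gave 1 FPKM value (fragments per kilobase, scaled to library size) for each of 22248 genes in each library. The release of the annotation is not given in the sources used here. For most genes the FPKM values within a library are whole multiples of the value of 1 fragment. With transcript lengths from GENCODE vM21, 21374 of the 22239 matched genes (96.1%) gave fragment numbers within 0.02 of a whole number in all 6 libraries. The depth recovered in this way was 18900561, 17289286 and 18952077 fragments for control replicates 1 to 3. It was 25410611, 22583995 and 26100410 fragments for CITED2-deficient replicates 1 to 3, on average 1.34 times the control depth. The FPKM values were compared as log2(FPKM + 1) with limma, using a trend of the variance with expression, for the genes with a mean FPKM of at least 1 over the 6 libraries. Fold changes are on this scale, which understates the change of genes with low values. P-values were adjusted by the Benjamini-Hochberg method, and 0.05 was the threshold, with no fold threshold, as in the differential expression analysis of the paper. Cuffdiff needs the alignments and was not repeated. The tests and their alternatives were chosen before the data were examined, apart from those named as later choices. The choices that moved the counts most were the scaling between libraries, the set test and an added fold threshold. With 3 against 3 libraries an exact permutation p cannot fall below 0.1.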

The data derived from RNAseq studies were subjected to gene set enrichment analysis (GSEA) to identify CITED2-regulated pro-inflammatory signaling pathways and gene targets. 

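*Cited2* (ENSMUSG00000039910, chromosome 10, 17723218 to 17725674 in mm10) was measured first, since it checks the genotype of each library. Its FPKM was 71.7, 79.3 and 75.5 in control replicates 1 to 3 and 9.27, 7.22 and 7.53 in CITED2-deficient replicates 1 to 3. The means were 75.5 ± 3.79 (SD, n = 3) and 8.01 ± 1.10 (SD, n = 3), and the log2 fold change was -3.09 (standard error 0.08, adjusted p = 6.58e-09 from limma). Leaving out each library in turn gave log2 fold changes from -3.19 to -3.03. Of the 11687 genes tested, 5994 passed the threshold in limma, with 1950 higher and 4044 lower in CITED2-deficient BMDMs. When a fold change of at least 2 was also required, 435 genes were higher and 180 were lower. The median log2 fold change of all tested genes was -0.10, so the balance of rises and falls depended on the scaling. After each library was divided by its median ratio to the geometric mean of the genes, the median was -0.014. The count was then 5200 genes, with 2624 higher and 2576 lower, or 50.5% higher against 32.5% with the FPKM as deposited. This scaling sets the typical gene near no change, so the near-even split follows from it and does not test the balance. The 5 largest rises among genes past the threshold whose groups did not overlap were *Slfn4* (4.54), *Ly6a* (4.33), *Ms4a4c* (4.30), *Ifit1bl1* (4.26) and *Ifi44* (4.22). The 5 largest falls were *Trim12a* (-4.31), *Cited2* itself, *Clec10a* (-2.90), *Man2a2* (-2.85) and *Trim5* (-2.80). *Slfn4*, *Ly6a*, *Ifit1bl1*, *Trim12a* and *Trim5* belong to families of similar genes, so fragments could have been divided between relatives. The first principal component of the tested genes held 79.6% of the variance and separated the genotypes.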

Surprisingly, our analyses show that CITED2 deficiency significantly augments several pro-inflammatory pathways, including IFNγ response, epithelial–mesenchymal transition, IFNα response, inflammatory response, TNFα signaling via NFκB, IL6-JAK-STAT3 signaling, apical junction, hypoxia response, allograft rejection, UV response, KRAS signaling, apoptosis, myogenesis, complement response, TGF-β signaling, IL-2-STAT5 signaling, glycolysis, and coagulation pathways in macrophages (Figure 3A–I). 

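The paper ran GSEA on the Hallmark sets, which are not used here. Preranked GSEA (fgsea) was run instead on mouse Reactome sets, ranking genes by their log2 fold change. Of 635 Reactome sets with 15 to 500 tested genes, 75 passed the threshold, with 50 enriched among higher genes and 25 among lower genes. A list of 18 sets had been fixed in advance as those closest in name to the pathways of Figure 3A, together with mitotic cell cycle, DNA replication and translation. Only 12 genes each were tested in the interferon alpha/beta and complement sets, which was too few for the set test. In the interferon alpha/beta set 7 genes were higher and 3 lower past the threshold in limma (median log2 fold change 0.11). In the complement set 2 were higher and 7 lower (median -0.33). Of the other 16 sets, 6 passed the threshold. Extracellular matrix organization had a normalized enrichment score of 2.55 over 135 genes (adjusted p = 1.30e-13 from fgsea), and collagen formation had 2.40 over 36 genes (adjusted p = 1.02e-07). Class I MHC folding, assembly and peptide loading had a score of 2.24 (adjusted p = 1.27e-05). Interferon gamma signaling had 2.15 (adjusted p = 1.88e-05), with 42 of its 69 genes higher and 13 lower past the threshold. The chemokine receptor set had 1.87 (adjusted p = 0.0180). Translation went the other way, with a score of -2.11 (adjusted p = 2.19e-07). The remaining 10 sets did not pass, namely muscle contraction (1.66), interleukin-2 signaling (1.29), apoptosis (1.27), the TLR4 cascade (0.99), DNA replication (0.89), TGF-beta receptor signaling (0.67), cellular response to hypoxia (-0.67), mitotic cell cycle (-0.68), glycolysis (-0.73) and fibrin clot formation (-1.11). The interleukin-2, apoptosis, TLR4, TGF-beta and DNA replication sets had positive scores and a median log2 fold change below 0, which still lay above the median of -0.10 over all tested genes. Ranked by moderated t, the chemokine receptor set did not pass, with a score of 1.60. The choice of set test moved these calls most. The same 16 sets gave 6 calls by camera with a preset correlation between genes, 15 by fry, and 0 by camera with an estimated correlation, where 4 sets had an unadjusted p under 0.05. Fry called 9 of its 15 sets higher and 6 lower, namely translation, the TLR4 cascade, TGF-beta receptor signaling, cellular response to hypoxia, fibrin clot formation and mitotic cell cycle. Fry does not compare the genes of a set with other genes. With 5994 of 11687 tested genes past the threshold, most sets could pass fry without being enriched. Preranked GSEA permutes genes and not libraries.

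**Figure D1:**
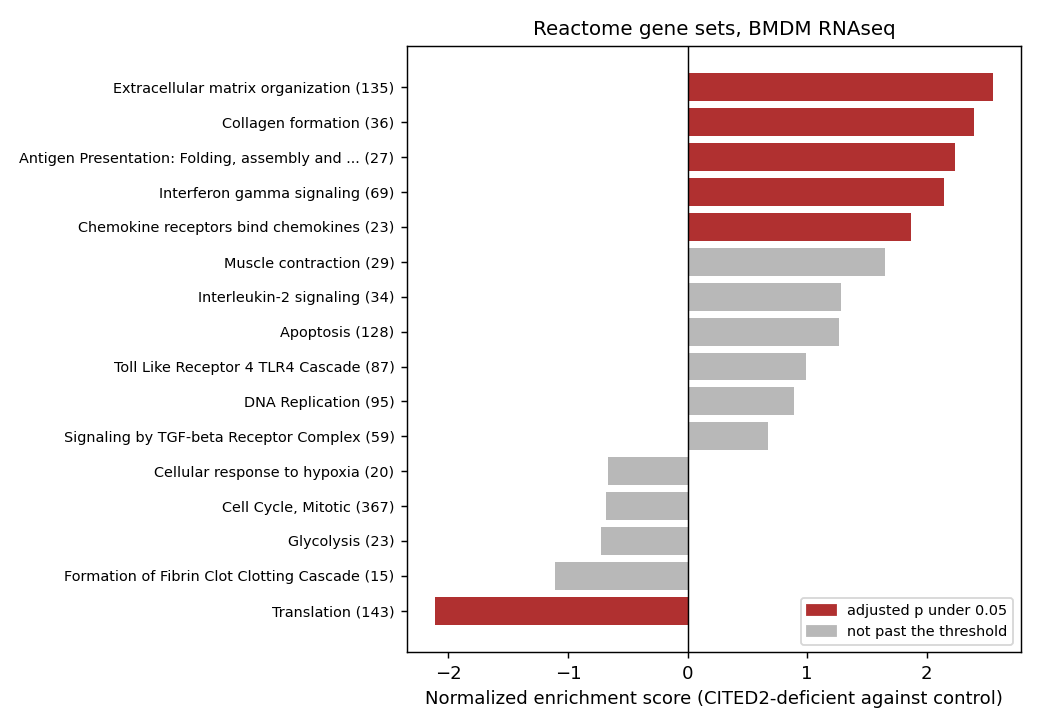
Normalized enrichment score of the 16 tested Reactome sets in CITED2-deficient against control BMDMs, with the number of tested genes in brackets. Bars in red passed an adjusted p of 0.05 in fgsea, from 2.55 for extracellular matrix organization to -2.11 for translation.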

Next, we cataloged the expression of pro-inflammatory genes in our RNAseq analysis. 

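Of the interferon response genes *Psma2*, *Auts2*, *Ptpn6*, *Trim21*, *Nub1* and *Procr*, 5 were tested and *Auts2* was below the FPKM filter. *Procr* (ENSMUSG00000027611, chromosome 2, 155751117 to 155755471) had the largest change, with an FPKM of 3.19 ± 0.743 in control BMDMs and 7.56 ± 0.817 in CITED2-deficient BMDMs (SD, n = 3 each). Its log2 fold change was 1.04 (standard error 0.13, adjusted p = 0.000188 from limma). *Trim21* (ENSMUSG00000030966, chromosome 7, 102557921 to 102565486) rose from 23.5 ± 2.03 to 29.9 ± 0.722 (log2 fold change 0.34, standard error 0.06, adjusted p = 0.00187 from limma). *Ptpn6* passed with a log2 fold change of 0.092 (adjusted p = 0.0411 from limma). That call was lost without a filter, without the variance trend, and when any library other than CITED2-deficient replicate 1 was left out. *Nub1* (0.11, adjusted p = 0.103 from limma) and *Psma2* (0.048, adjusted p = 0.413) did not pass. After median-ratio scaling all 5 tested genes passed, with *Psma2* at 0.14. *Auts2* was represented by 1, 4 and 9 fragments in the control libraries and 24, 31 and 20 in the CITED2-deficient libraries.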

Our analysis shows that numerous IFNα and IFNγ response gene targets (*Psma2, Auts2, Ptpn6, Trim21, Nub1, Procr*, etc.) were significantly elevated in CITED2-deficient macrophages (Figure 4A). Similarly, a substantial number of inflammatory response (*Clec5a, Ripk2, Sphk1, Osmr, Inhba, Mmp14*, etc.) and NFkB signaling (*Birc2, Nfkbie, Bcl3, Nfat5, Fosl2, Klf4*, etc.) gene targets were significantly heightened in CITED2-deficient BMDMs (Figure 4B,C). 

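Among the inflammatory response genes, *Mmp14* (ENSMUSG00000000957, chromosome 14, 54431612 to 54445364) rose from an FPKM of 5.11 ± 1.21 to 18.3 ± 2.91 (SD, n = 3 each), a log2 fold change of 1.67 (standard error 0.15, adjusted p = 1.65e-05 from limma). *Inhba* (ENSMUSG00000041324, chromosome 13, 16011851 to 16031621) rose from 1.04 ± 0.109 to 4.82 ± 0.861 (adjusted p = 1.49e-05 from limma). *Ripk2* also passed the threshold (0.43, adjusted p = 0.00213 from limma), and *Clec5a* did not (0.41, adjusted p = 0.0613). *Sphk1* and *Osmr* were below the FPKM filter. When every listed gene was tested both passed, with log2 fold changes of 0.66 and 0.57. Among the NFkB signaling genes, *Klf4* (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) rose from 10.8 ± 0.603 to 14.9 ± 1.26 (log2 fold change 0.43, standard error 0.07, adjusted p = 0.00119 from limma). *Fosl2* passed with 0.22 (adjusted p = 0.0445 from limma). That call was lost without a filter, without the variance trend, with array weights, and without control replicate 1 or 2 or CITED2-deficient replicate 1 or 3. *Birc2* (0.20), *Nfkbie* (0.15), *Bcl3* (0.11) and *Nfat5* (0.12) had higher means in CITED2-deficient BMDMs but did not pass (adjusted p from 0.0554 to 0.141 in limma). All 6 NFkB genes passed after median-ratio scaling and 5 passed after quantile normalization.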

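The IL6-STAT3/STAT5 genes *Gpr65*, *Lrrc8c*, *Ptpn1*, *Lrig1*, *Prkch* and *Il10ra* did not pass the threshold in limma. All 6 had a higher mean FPKM in CITED2-deficient BMDMs, with log2 fold changes from 0.036 for *Ptpn1* to 0.34 for *Lrig1* (adjusted p from 0.0692 to 0.366). After median-ratio scaling all 6 passed, and after quantile normalization 2 passed. Of the hypoxia and glycolysis genes, *Pmm2* (ENSMUSG00000022711, chromosome 16, 8637674 to 8662467) rose from 38.1 ± 2.01 to 46.6 ± 2.42 (SD, n = 3 each; log2 fold change 0.28, standard error 0.05, adjusted p = 0.00184 from limma). *Atp7a* (0.20, adjusted p = 0.0138) and *Rbck1* (0.12, adjusted p = 0.0268) also passed in limma. The call of *Rbck1* was lost without the variance trend and without control replicate 1 or 2 or CITED2-deficient replicate 2. *Ndst2* (0.036), *Map3k1* (0.024) and *Eno1* (0.015) did not pass. *Map3k1* was at -0.0011 without CITED2-deficient replicate 2, and *Eno1* at -0.033 without CITED2-deficient replicate 1. Of the complement genes, *Timp3* (ENSMUSG00000020044, chromosome 10, 86300372 to 86349506) rose from an FPKM of 3.15 ± 0.624 to 21.0 ± 12.7 (log2 fold change 2.27, standard error 0.32, adjusted p = 0.000323 from limma). *Sparc* (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183) rose from 18.9 ± 2.67 to 88.3 ± 43.5 (log2 fold change 2.07, standard error 0.26, adjusted p = 0.00019 from limma). CITED2-deficient replicate 1 held the highest values of both, 35.7 for *Timp3* and 138 for *Sparc*, and without it the log2 fold changes were 1.83 and 1.70. *Mmp2* passed with 1.48 and fell to 1.21 without that library. *Col1a1*, a fibroblast marker, was also highest in that library (305). More stromal cells in these cultures therefore stay open as a source of the rises of *Timp3*, *Sparc* and *Mmp2*. *Cd9* passed with 0.17 (adjusted p = 0.0248 from limma). That call was lost without a filter, without the variance trend, and without control replicate 1 or CITED2-deficient replicate 1 or 3. *Me1* (0.33) did not pass, with a range of 0.15 to 0.43 over the libraries left out. Its FPKM was also highest in CITED2-deficient replicate 1 (3.87, against 2.38 and 2.33 in replicates 2 and 3). *Anxa5* was at -0.0083 (standard error 0.033), at 0.088 after median-ratio scaling and past the threshold as lower after quantile normalization (-0.080).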

Further, CITED2 deficiency also aggravated many IL6-STAT3/STAT5 signaling responses (*Gpr65, Lrrc8c, Ptpn1, Lrig1, Prkch, Il10ra*, etc.), hypoxia response/glycolysis (*Ndst2, Atp7a, Map3k1, Pmm2, Rbck1, Eno1*, etc.) and compliment response (*Me1, Mmp2, Sparc, Timp3, Anxa5, Cd9*, etc.) gene targets in macrophages (Figure 4D–F). Taken together, our findings show that CITED2 deficiency robustly augmented numerous pro-inflammatory signaling pathways and target gene expression in resting macrophages. Thus, CITED2 serves as an endogenous tonic repressor that maintains macrophage quiescence by repressing pro-inflammatory gene expression.

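The text names 45 genes for Figures 4A–F and 6D, of which 40 were tested and 5 were below the FPKM filter (*Auts2*, *Sphk1*, *Osmr*, *Cfb* and *Nos2*). In limma 22 of the 40 passed the threshold, all of them higher in CITED2-deficient BMDMs, and 18 did not pass. The count was also 22 when p-values were adjusted over the list alone. The study chose these genes on these libraries, so that count is not independent evidence. The mean FPKM was higher in CITED2-deficient BMDMs for 44 of the 45 genes, *Anxa5* being the exception. Scaling moved the count most, to 37 genes after median-ratio scaling. Past the threshold were 3 of 5 tested interferon response genes, 3 of 4 inflammatory response genes, 2 of 6 NFkB genes, 0 of 6 IL6-STAT3/STAT5 genes, 3 of 6 hypoxia and glycolysis genes, 4 of 6 complement genes and 8 of 8 BCL6 repressive targets, with *Mmp2* in the last 2 lists. The IL6-STAT3/STAT5 genes also gave 0 calls in limma without a filter and when adjusted over the list alone, and 2 of them (*Lrig1* and *Prkch*) had an unadjusted p under 0.05. From the augmented pathways and target genes in resting macrophages, the paper concludes that CITED2 is a tonic repressor that keeps macrophages quiescent.

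**Figure D2:**
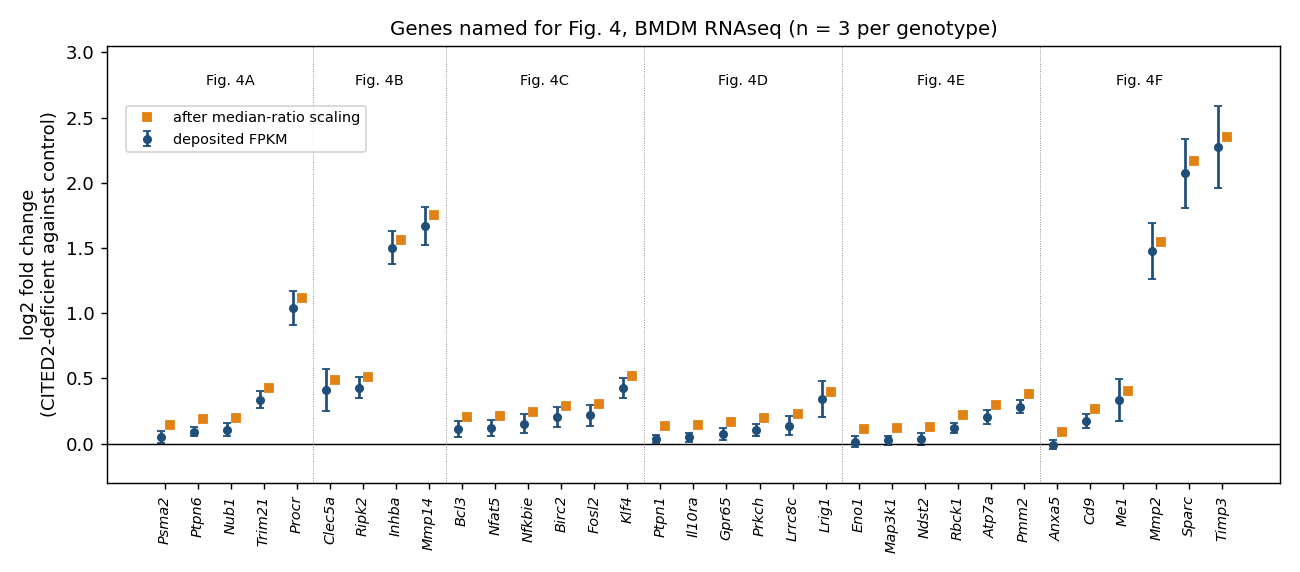
Log2 fold change (CITED2-deficient against control) of the tested genes named for Fig. 4, by panel. Circles with bars give the value and standard error from the deposited FPKM, and squares give the value after median-ratio scaling, which lies above the circle for each of these genes. *Timp3* is the highest at 2.27 and *Anxa5* the lowest at -0.0083.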

### 3.4. CITED2 Deficiency Derepresses Classical BCL6 Gene Targets

GSEA of RNAseq studies shows that CITED2 deficiency significantly and substantially increased several pro-inflammatory signaling pathways and gene targets in macrophages (Figure 3 and Figure 4). Given this expansive amplification of pro-inflammatory signaling pathways in CITED2-deficient macrophages, we intended to evaluate the degree of gene interaction between these signaling pathways. Our gene interactome analyses by utilizing Circos [23] showed extensive interaction between dysregulated pro-inflammatory signaling pathways (Figure 5). Further, the interaction of inflammatory pathways and gene network analyses using Cytoscape [24] also substantiated these observations (Supplementary Figure S1). Akin to these observations, previous studies have shown that BCL6 deficiency also broadly heightens pro-inflammatory signaling pathways and gene expression in macrophages [10]. Thus, we hypothesized that CITED2 may utilize BCL6 signaling to repress pro-inflammatory signaling pathways and target gene expression in macrophages. To test this notion, first, we examined the CITED2 and BCL6 expression patterns in lean and obese mice adipose tissue macrophages. Accordingly, adipose tissue macrophages were obtained from wild-type mice fed a chow or HFD for 20 weeks, and total RNA samples were analyzed for CITED2 and *Bcl6* expression. Our analyses show that HFD feeding significantly attenuated CITED2 and *Bcl6* expression in adipose tissue macrophages (Figure 6A,B). Next, we examined whether BCL6 repressive gene targets [10] were altered in CITED2-deficient macrophages by utilizing the BROAD-GSEA program. 

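The list of BCL6 repressive targets from the cited study is not used here, so its enrichment was not computed. The place of the targets named for Figure 6D in the ranking by log2 fold change was read instead, with rank 1 the largest rise among 11687 tested genes. *Ccl8* stood at rank 33, *Ccl12* at 68, *Mmp2* at 205, *Ptgs2* at 363, *Ccl7* at 423, *Mmp12* at 437, *Ccl4* at 447 and *Tnf* at 687. All 8 lay within the highest 10% of the ranking. *Cfb* and *Nos2* were below the FPKM filter and have no rank. The study selected these genes on the same libraries, so no enrichment test was run on them.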

Our analyses show that BCL6 repressive gene targets (pro-inflammatory) were significantly and positively enriched in CITED2-deficient macrophages (Figure 6C). As anticipated, numerous BCL6 repressive gene targets were significantly elevated in CITED2-deficient macrophages (Figure 6D and Figure S2A–D). As shown in Figure 6D, classical pro-inflammatory BCL6 repressive gene targets, such as *Ccl4, Ccl7, Ccl8, Ccl12, Cfb, Nos2, Mmp12, Mmp2, Ptgs2,* and *Tnf,* were significantly heightened in CITED2-deficient macrophages. 

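*Ccl8* (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799) rose from an FPKM of 5.61 ± 1.10 in control BMDMs to 44.4 ± 4.62 in CITED2-deficient BMDMs (SD, n = 3 each), a log2 fold change of 2.79 (standard error 0.12, adjusted p = 1.46e-07 from limma). *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) was the most abundant of these genes and rose from 193 ± 8.18 to 387 ± 5.62 (log2 fold change 1.00, standard error 0.03, adjusted p = 3.6e-08 from limma). *Tnf* (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) rose from 5.37 ± 0.600 to 9.57 ± 0.401 (log2 fold change 0.73, standard error 0.09, adjusted p = 0.000111 from limma). The other tested genes passed the threshold with log2 fold changes of 2.27 for *Ccl12*, 1.11 for *Ptgs2*, 1.02 for *Ccl7* and 1.00 for *Ccl4*, besides *Mmp2*. *Ccl7*, *Ccl8* and *Ccl12* are similar neighbors on chromosome 11, so fragments could have been divided among them. *Cfb* gave 2, 0 and 3 fragments in the control libraries and 13, 18 and 20 in the CITED2-deficient libraries. *Nos2* gave 10, 2 and 0 against 18, 27 and 39 fragments. Without a filter both passed in limma. For all 10 genes every CITED2-deficient library lay above every control library. The study chose them on these libraries, and groups did not overlap, in either direction, for 7006 of the 11687 tested genes.

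**Figure D3:**
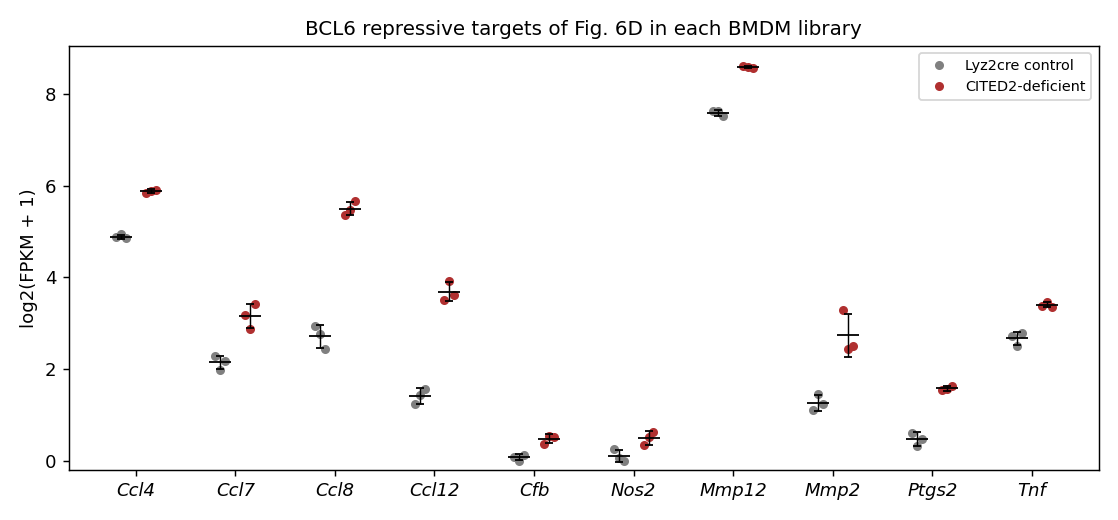
Expression of the 10 targets of Fig. 6D as log2(FPKM + 1) in each BMDM library, with 3 points per genotype. Black bars give the mean and SD, and the red CITED2-deficient points lie above the gray control points for all 10 genes.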

Further, GSEAs of BCL6 repressive gene targets that are elevated in CITED2-deficient macrophages show enrichment of classical proinflammatory pathways (Supplementary Figure S3) as observed in CITED2 null macrophages (Figure 3A). Given the importance of BCL6 signaling in restraining innate immune cell response in the pathogenesis of inflammatory disease conditions [12], we sought to determine whether CITED2 deficiency alters inducible pro-inflammatory gene target expression in macrophages. Accordingly, *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice PMs were stimulated with LPS, and expression of BCL6 repressive gene targets was evaluated by RT-qPCR analyses. We have utilized the significantly enriched and elevated BCL6 repressive targets (Figure 6C,D) as a biomarker to identify heightened pro-inflammatory gene expression response in CITED2-deficient macrophages. 

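In the RNAseq of resting BMDMs, the BCL6 repressive targets *Ccl7*, *Cxcl9*, *Usp18*, *C3*, *Ccrl2*, *F10*, *Inhba*, *Ccnd2*, *Csf1*, *Irf7*, *Oasl1*, *Mx1*, *Nampt* and *Prdm1* were each higher past the threshold in CITED2-deficient BMDMs (log2 fold changes from 0.37 to 3.46). *Irf7* (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) had the largest change of these genes, from an FPKM of 73.7 ± 7.03 to 816 ± 35.5 (SD, n = 3 each; log2 fold change 3.46, standard error 0.06, adjusted p = 8.88e-10 from limma). *Oasl1* (3.42), *Mx1* (2.84), *Usp18* (2.30) and *C3* (1.95) followed. *Prdm1* (ENSMUSG00000038151, chromosome 10, 44437177 to 44528501) had the smallest, from 13.8 ± 0.879 to 18.2 ± 0.837 (log2 fold change 0.37, standard error 0.06, adjusted p = 0.00101 from limma). *Cxcl9* had the largest adjusted p of these genes, 0.00612 from limma. *Cish* was below the FPKM filter, with 0, 2 and 1 fragments in the control libraries and 5, 14 and 19 in the CITED2-deficient libraries, and did not pass in limma without a filter either (adjusted p = 0.0531). The RNAseq libraries come from unstimulated BMDMs and hold no peritoneal macrophages or LPS treatment.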

Our analyses show that LPS challenge significantly elevated classical pro-inflammatory gene targets, including *Ccl7, Cxcl9, Usp18, C3, Cish, Ccrl2, F10, Inhba, Ccnd2, Csf1, Irf7, Serpine1, Oasl1, Mx1, Nampt*, and *Prdm1*, in *Lyz2^cre^* mice PMs (Figure 7A–D). Remarkably, expression of these classical BCL6 repressive target genes was significantly and substantially increased in CITED2-deficient PMs challenged with LPS compared to *Lyz2^cre^* mice PMs (Figure 7A–D). Collectively, our analyses show that CITED2 deficiency attenuates BCL6 signaling and results in a broad increase in BCL6 repressive target gene expression in CITED2-deficient macrophages. 

### 3.5. CITED2 Promotes BCL6 Expression in Macrophages 

Our transcriptomics analyses show that several BCL6 repressive targets are positively enriched and elevated in CITED2-deficient macrophages (Figure 6C,D). Thus, we examined whether altering CITED2 levels impacts BCL6 mRNA or protein expression in macrophages. Accordingly, RAW264.7 cells overexpressing CITED2 (pCMV6-Cited2) or empty vector (pCMV6) were stimulated with LPS, and *Bcl6* expression was evaluated by quantitative PCR analysis (Figure 8A). Our analysis shows that CITED2 overexpression significantly and robustly elevated LPS-induced *Bcl6* expression in the RAW264.7 macrophage cell line (Figure 8A). Next, we examined whether CITED2 deficiency affects BCL6 expression in macrophages. To test this notion, *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were stimulated with LPS, and BCL6 mRNA and protein expression were determined by RT-qPCR and Western blotting, respectively. As shown in Figure 8B,C, LPS challenge significantly induced BCL6 mRNA as well as protein expression in *Lyz2^cre^* mice BMDMs. However, LPS-induced BCL6 mRNA as well as protein expression are significantly curtailed in CITED2-deficient macrophages as compared to *Lyz2^cre^* mice BMDMs (Figure 8B,C). Concurrently, we tested whether altering CITED2 modulates *Bcl6* expression at the transcriptional level. Accordingly, RAW264.7 cells were cotransfected with *Bcl6* promoter-driven luciferase reporter plasmid in the presence of pCMV6-*Cited2* or *siCited2*. These cells were challenged with LPS, and luciferase reporter activity was recorded. Our analyses show that CITED2 overexpression significantly elevated LPS-induced *Bcl6* luciferase reporter activity (Figure 8D). Concordantly, CITED2 deficiency substantially curtailed LPS-induced *Bcl6* promoter-driven luciferase reporter activity in macrophages (Figure 8E). Collectively, our study results show that CITED2 transcriptionally promotes BCL6 expression in macrophages.

### 3.6. CITED2 Deficiency Boosts STAT5-Mediated BCL6 Repression in Macrophages 

Previous studies have shown that a complex interplay between STAT3 and STAT5 signaling regulates BCL6 expression [30]. Interestingly, STAT3 activation elevates and STAT5 activation represses BCL6 expression [31]. In this context, the GSEA of our RNAseq studies shows that CITED2 deficiency alters STAT3 and STAT5 signaling in macrophages (Figure 3A,G,I). Thus, we hypothesized that dysregulated activation of STAT3 or STAT5 in CITED2-deficient macrophages may attenuate BCL6 expression. To test this notion, control as well as myeloid-CITED2-deficient BMDMs were challenged with LPS, and expression and phosphorylation status of STAT3 and STAT5 were evaluated. 

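The Hallmark sets behind the paper's statement on STAT3 and STAT5 were not used here, so that enrichment was not tested. The Reactome interleukin-2 signaling set was only the closest in name. It did not pass in fgsea (adjusted p = 0.530 over 34 genes), with 10 genes higher and 14 lower past the threshold. The median of its genes was -0.051, against -0.10 for all tested genes, and after median-ratio scaling the score was 1.40 and did not pass. Fry, which makes no comparison with other genes and called 15 of the 16 tested sets, called it higher (adjusted p = 0.000105). Camera makes that comparison and did not call it (adjusted p = 0.501 with the preset correlation and 0.721 with the estimated correlation). *Stat3* itself had a log2 fold change of -0.13 (standard error 0.03, adjusted p = 0.00966 from limma), *Stat5a* of -0.14 (adjusted p = 0.179) and *Stat5b* of -0.13 (adjusted p = 0.0485). After median-ratio scaling these were -0.037, -0.051 and -0.034, and none passed. RNA levels give no measure of phosphorylation.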

Our analyses show that CITED2 deficiency did not alter LPS-induced STAT3 phosphorylation (Tyr705) in macrophages (Figure 8F). However, LPS-induced STAT5 phosphorylation (Tyr 694) was significantly elevated in CITED2-deficient macrophages (Figure 8G). Therefore, we examined whether inhibiting STAT5 signaling could reverse attenuated Bcl6 expression in CITED2-deficient macrophages. Accordingly, *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were transfected with *Stat5*-specific siRNA. These cells were challenged with LPS, and *Bcl6* expression was analyzed by RT-qPCR (Figure 8H). As anticipated, LPS-induced *Bcl6* expression was significantly attenuated in CITED2-deficient macrophages (Figure 8H). Interestingly, Stat5 silencing was sufficient to reverse attenuated *Bcl6* expression in CITED2-deficient macrophages (Figure 8H). Next, we examined whether rescue of Bcl6 expression through *Stat5* silencing could repress elevated pro-inflammatory target gene expression in CITED2-deficient macrophages. As shown in Figure 8I, the LPS challenge significantly elevated the expression of classical pro-inflammatory gene targets such as *Mx1, Cd40, Ccnd2,* and *Ccl7* in CITED2-deficient macrophages. More importantly, Stat5 silencing significantly attenuated LPS-induced BCL6 repressive gene targets *(Mx1, Cd40, Ccnd2*, and *Ccl7)* expression in CITED2-deficient macrophages (Figure 8I). Collectively, our analyses show that targeting STAT5 signaling in CITED2-deficient macrophages rescues attenuated BCL6 levels and restrains attendant pro-inflammatory gene expression.

## 4. Discussion

Our studies show that myeloid-CITED2 restrains diet-induced obesity, insulin resistance, and adipose tissue inflammation, and curtails broad pro-inflammatory gene expression by elevating BCL6 expression in macrophages. The main findings of our study are as follows: (i) myeloid-CITED2 deficiency exacerbates HFD-induced obesity and insulin resistance; (ii) myeloid-CITED2 deficiency elevates adipose tissue inflammation and triggers adverse morphometric changes in adipocytes; (iii) CITED2 deficiency augments broad pro-inflammatory gene expression in macrophages; (iv) CITED2 deficiency derepresses classical BCL6 gene targets in macrophages; (v) CITED2 deficiency attenuates inducible BCL6 mRNA and protein expression in macrophages; (vi) CITED2 deficiency elevates STAT5 activation in macrophages; and (vii) STAT5 inhibition rescues attenuated BCL6 levels and restrains attendant pro-inflammatory gene expression in CITED2-deficient macrophages. Collectively, our analyses uncover the pleiotropic nature of CITED2 which attenuates inflammation by promoting BCL6 expression in macrophages, and substantially curbs diet-induced obesity and insulin resistance in vivo.

Macrophages are the sentinel cells of the innate immune system and play an essential role in the onset of inflammatory diseases [32]. The pathogenic responses of macrophages are predominately regulated by cellular transcriptional machinery to elicit a robust pro-inflammatory response [33]. This involves the coordinated regulation of upstream regulators, multiple transcriptional factors, and cofactors. Further, several molecular and transcriptional mechanisms exist to constrain the inflammatory response in macrophages and limit the harmful effects of inflammation. However, the molecular and transcriptional mechanisms involving negative regulation of inflammatory response are not well examined. In this context, BCL6 has been shown as a key transcriptional repressor that limits pro-inflammatory gene expression in macrophages [10]. Specifically, multiple studies have shown that BCL6 deficiency significantly augments basal as well as inducible pro-inflammatory chemokine and cytokine expression in macrophages [12]. Studies by Barish et al. showed that BCL6 suppresses TLR4-mediated NFκB target gene expression in a nuclear receptor co-repressor 1 (Ncor1)/nuclear receptor co-repressor 2 (Ncor2)-dependent manner [10]. Concordant with these observations, BCL6-deficient mice are highly prone to lethal inflammatory disease conditions due to the overactivation of innate and adaptive immune cell components [34]. Our previous studies have shown that CITED2 limits broad pro-inflammatory gene programs in macrophages [17]. Myeloid-CITED2-deficient mice are highly prone to endotoxin-induced sepsis symptomology [17], HFD-induced atherosclerotic plaque development [18], and zymosan-induced lung inflammation in vivo [19]. Mechanistically, CITED2 curbs pro-inflammatory gene expression by restraining NFkB, HIF1α, STAT1, and IRF1 signaling in macrophages [17,18,19]. In this study, our analyses show that myeloid-CITED2 deficiency promotes HFD-induced adipose tissue inflammation, adverse remodeling of adipocytes, expansion of adipose tissue volume, obesity, insulin resistance, and glucose intolerance. In addition, our analyses also show that HFD feeding substantially attenuated CITED2 as well as BCL6 expression in adipose tissue macrophages that could allow significant expansion of pro-inflammatory gene expression. Previous studies have shown that adipose tissue inflammation is a major mediator of diet-induced obesity and insulin resistance [35]. Thus, attenuation in the CITED2–BCL6 signaling axis in tissue macrophages could result in accelerated development of obesity and metabolic syndrome in hosts fed a high-fat diet. 

Prior clinical and experimental studies have demonstrated that macrophages are the key mediators of chronic inflammation in metabolic organs that contribute to the development of obesity and metabolic syndrome [25]. Specifically, altering the expression or functions of transcription factors in macrophages is known to impact HFD-induced obesity, insulin resistance, and atherosclerosis plaque development [36,37,38]. Particularly, overexpression of BCL6 substantially curtailed HFD-induced metabolic tissue macrophage accumulation, pro-inflammatory gene expression, and lipid deposition [13]. Further, forced expression of BCL6 lowered blood glucose levels as well as HFD-induced insulin resistance [13]. Similarly, myeloid-BCL6 deficiency also robustly elevated HFD-induced vascular inflammatory disease conditions such as atherosclerosis [12]. In this regard, our prior studies have shown that CITED2 serves as a negative regulator of inflammatory gene expression and function in macrophages [17]. Moreover, our prior studies also demonstrated that myeloid-CITED2 deficiency substantially heightened basal as well as diet-induced atherosclerotic plaque development in vivo [18]. In this study, our analyses uncovered that myeloid-CITED2 deficiency resulted in significant amplification of many pro-inflammatory signaling pathways in macrophages. Further, our GSEA and gene expression analysis studies revealed that BCL6 repressive gene targets are substantially enriched and heightened in CITED2-deficient macrophages. Further, our current studies show that CITED2 deficiency significantly attenuated BCL6 mRNA and protein expression in macrophages. This attenuation of BCL6 expression in a CITED2-deficient state allows pro-inflammatory cistromes to augment broad pathogenic gene expression in macrophages.

Previous studies have demonstrated that BCL6 expression is regulated by multiple transcriptional regulators to modulate diverse cellular functions [39]. Particularly, STAT3 has been shown to promote BCL6 expression, and in contrast, STAT5 outcompetes STAT3 to repress BCL6 expression due to shared DNA-binding sites [30]. Our integrated transcriptomics and GSEA studies demonstrated that STAT5-signaling-regulated gene targets are positively enriched in CITED2-deficient macrophages. In this context, previous reports have shown that STAT5 represses BCL6 expression through interaction with CBP/p300 [30]. Further, CBP/p300 has been shown as a coactivator of STAT5 by directly binding to the carboxyl-terminal transactivation domain (TAD) of STAT5 [40]. Interestingly, earlier studies have also shown that the CITED2 transactivation domain (TAD) binds to CBP/p300 with very high affinity [41]. This high-affinity CITED2 binding could displace STAT5 interaction with coactivator CBP/p300, and eventually eject STAT5 from the transcriptional complex, thereby curtailing STAT5 functions to repress BCL6 expression. Moreover, tyrosine-694 phosphorylation of STAT5 is required for dimerization, nuclear transportation, and functional activation of STAT5 [42]. Interestingly, phosphorylation of STAT5 on tyrosine-694 residue is also known to be required for the repressive functions of STAT5 [40]. In this regard, our current findings show that CITED2 deficiency elevates STAT5 phosphorylation (Tyr-694) and attenuates BCL6 expression in macrophages. In addition, our current studies also show that loss of functional STAT5 signaling was sufficient to restore inducible BCL6 expression and attenuate BCL6 repressive target gene expression in CITED2-deficient macrophages. Taken together, these results indicate that CITED2 stifles STAT5 signaling to promote BCL6 expression and BCL6-dependent repression of pro-inflammatory gene expression in macrophages. 

## 5. Conclusions

In summary, our in vitro, ex vivo, and in vivo observations highlighted the importance of the CITED2–BCL6 signaling axis in restraining macrophage inflammatory gene expression and inflammatory disease pathogenesis. Further, this study provided initial evidence that myeloid-CITED2 is protective against HFD-induced obesity, glucose intolerance, and insulin resistance. Mechanistically, CITED2 limits broad pro-inflammatory gene programs by restraining STAT5 signaling to promote BCL6 expression in macrophages. Moreover, genetic inhibition of STAT5 completely reversed elevated pro-inflammatory gene expression in CITED2-deficient macrophages. Thus, our study findings will have implications for numerous chronic inflammatory disease processes, including, but not limited to, inflammatory bowel disease, asthma, arthritis, vasculitis, aneurysm, thrombosis, and peripheral artery diseases.

## Figures and Tables

**Figure 1:**
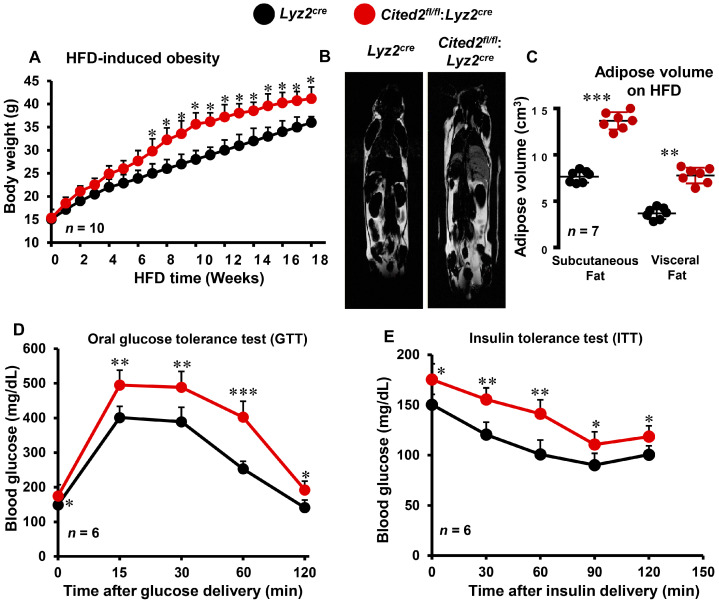
**Myeloid-CITED2 deficiency exacerbates HFD-induced obesity and insulin resistance.** (**A**) *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice were fed a HFD, and body weight gains were recorded (*n* = 10). (**B**,**C**) *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice that were fed a HFD for 20 weeks were subjected to MRI (**B**) to assess the distribution and quantification of adipose tissue volume (**C**) (*n* = 7). (**D**,**E**) *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice were subjected to an oral glucose tolerance test (**D**) or insulin tolerance test (**E**) after 18 weeks of HFD (*n* = 6). Data were analyzed using two-way ANOVA (**A**,**C**–**E**). All values are reported as means ± sd. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 2:**
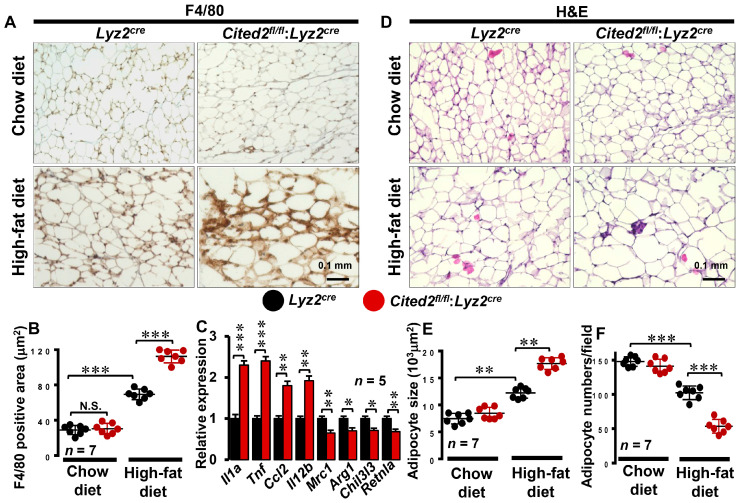
**Myeloid-CITED2 deficiency augments adipose tissue macrophage abundance.** (**A**,**B**) Perigonadal adipose tissue sections of *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice fed a chow or HFD for 18 weeks were stained for macrophages by anti-F4/80 antibody (**A**). Area (**B**) of F4/80-positive cells was quantified using ImageJ software 1.53e (*n* = 7). (**C**) Total RNA samples from HFD-fed *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mouse adipose tissue macrophages were analyzed for expression of *Il1a*, *Tnf*, *Ccl2*, *Il12*, *Mrc1*, *Arg1*, *Chil3l3*, and *Retnla* by RT-qPCR (*n* = 5). (**D**–**F**) Perigonadal adipose tissue sections of *Lyz2^cre^* and *Cited2^fl/fl^:Lyz2^cre^* mice fed a chow or HFD for 18 weeks were stained for hematoxylin and eosin (**D**) to quantify adipocyte size (**E**) and number (**F**) (*n* = 7). Data were analyzed by two-way ANOVA. All values are reported as means ± sd. Scale bars, 0.1 mm. N.S. not significant; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
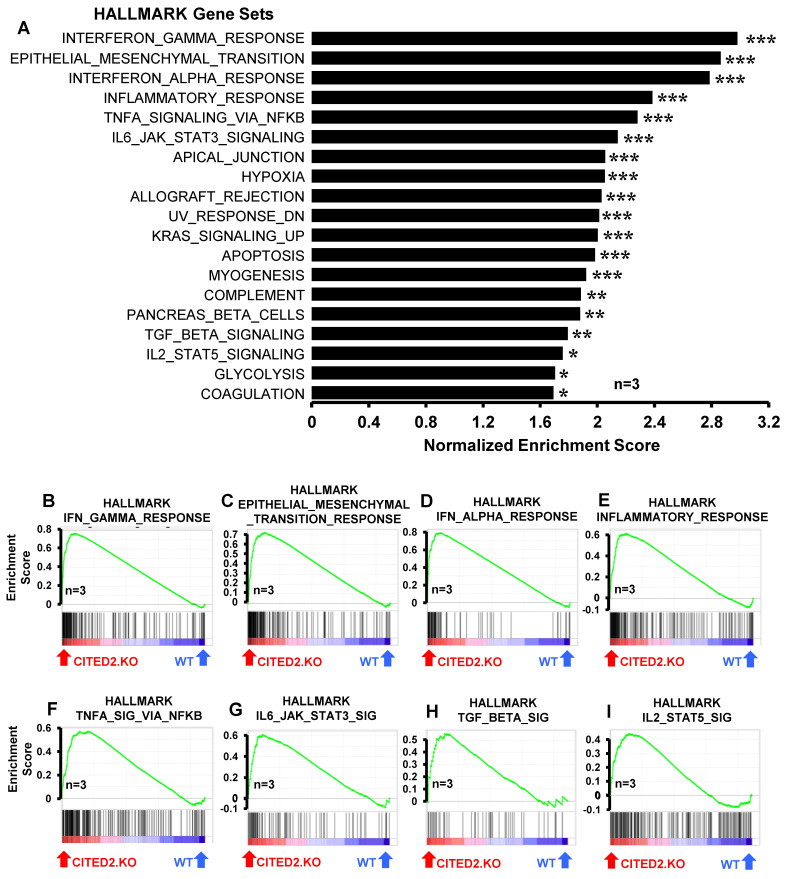
**CITED2 deficiency augments broad pro-inflammatory gene expression in macrophages.** (**A**) GSEA of RNAseq data that are altered in *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice bone-marrow-derived macrophages (BMDMs). FWER *p*-value less than 0.05 was considered significant (*n* = 3). (**B**–**I**) Enrichment plots of indicated gene set obtained by GSEA comparing *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDM RNAseq data (*n* = 3). FWER *p*-value: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 4:**
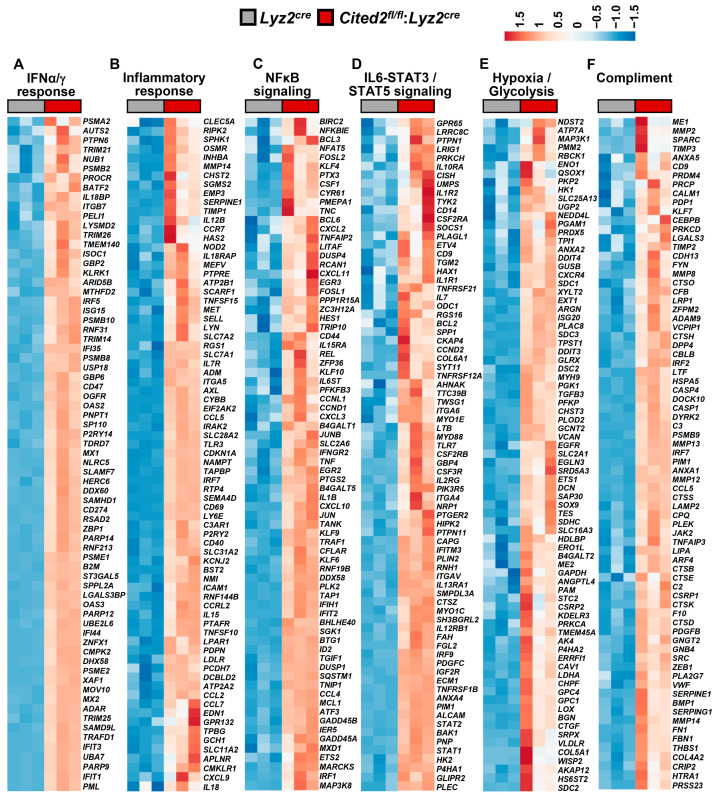
**CITED2 deficiency exacerbates pro-inflammatory gene expression in macrophages.** (**A**–**F**) Total RNA samples from *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were subjected to RNAseq analysis. The RNAseq data were evaluated by GSEA studies. CITED2 deficiency significantly elevated pro-inflammatory gene targets involved in IFNα/g response (**A**), inflammatory response (**B**), NFκB signaling (**C**), IL6-STAT3/STAT5 signaling (**D**), hypoxia and glycolysis response (**E**), and compliment response (**F**) in macrophages (*n* = 3). GSEA results from IFNα and IFNγ response data sets were combined to generate panel A. Similarly, IL6-STAT3 and STAT5, and hypoxia and glycolysis response data sets were combined to generate panels D and E, respectively.

**Figure 5:**
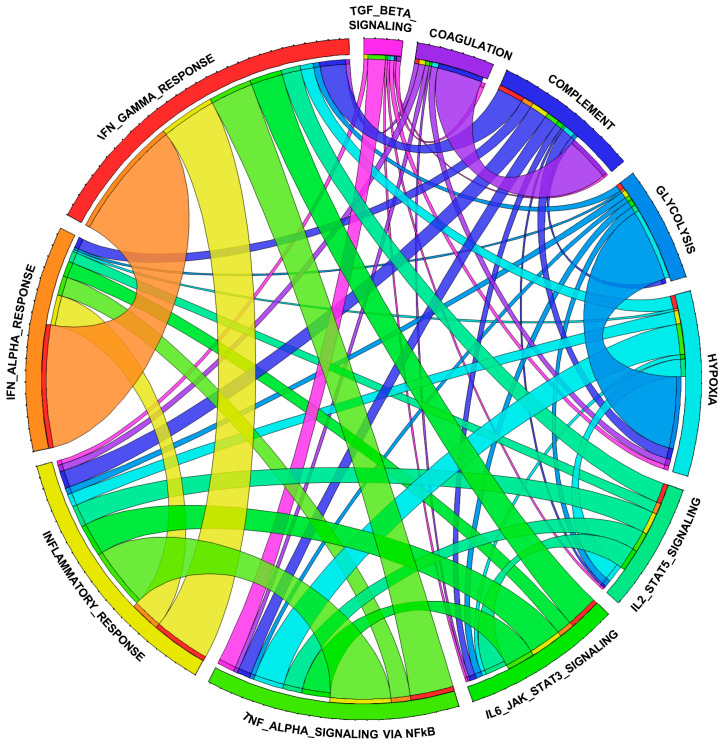
**Gene interaction between dysregulated signaling pathways in CITED2-deficient macrophages.** Gene interactome analyses between the major inflammatory signaling pathways that are upregulated in CITED2-deficient macrophages were performed by utilizing Circos. The gene interaction between inflammatory response, IFN-α response, IFN-γ response, TGF-β signaling, TNF-α signaling via NFκB, IL6-JAK-STAT3 signaling, IL2-STAT5 signaling, coagulation, complement, glycolysis, and hypoxia pathways are shown. The width of the connecting lines between pathways represents the degree of gene interactions.

**Figure 6:**
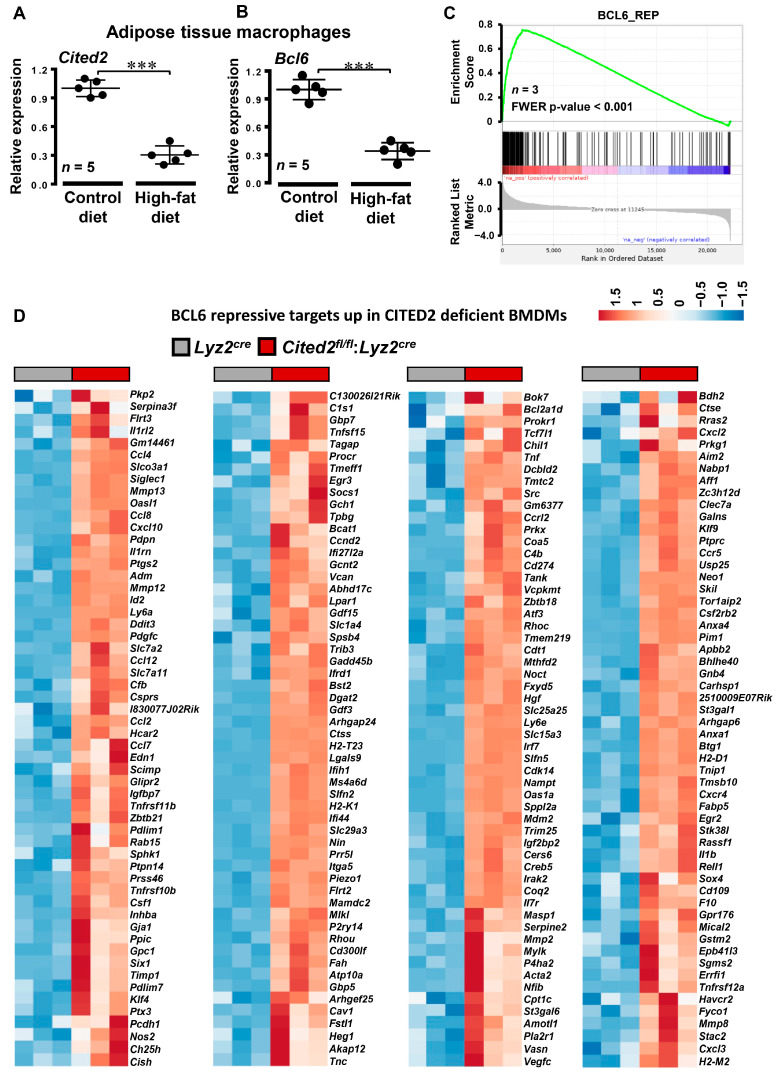
**CITED2 deficiency derepresses BCL6 gene targets in macrophages.** (**A**,**B**) Adipose tissue macrophages were obtained from *wild-type* mice fed a chow or HFD for 20 weeks. Total RNA extracts from these adipose tissue macrophages were analyzed for the expression of *CITED2* (**A**) and *Bcl6* (**B**) by RT-qPCR analyses (*n* = 5). Data were analyzed using ANOVA and all values are reported as means ± sd. *** *p* < 0.001. (**C**) Total RNA samples from *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were subjected to RNAseq analysis. The RNAseq data were subjected to GSEA by using BCL6 repressive gene targets. The enrichment plots of BCL6 repressive gene sets (**C**) obtained by comparing *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs RNAseq data are shown. FWER *p*-value less than 0.05 was considered significant (*n* = 3). (**D**) Heatmaps of BCL6 repressive gene targets that are significantly upregulated in *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs as compared to *Lyz2^cre^* mice BMDMs (*n* = 3).

**Figure 7:**
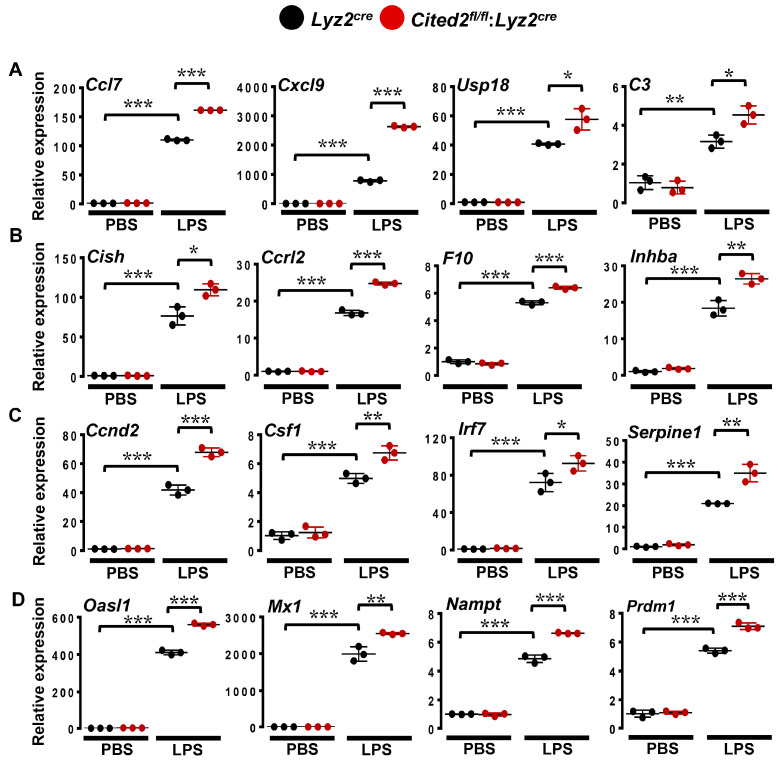
**CITED2 deficiency elevates LPS-induced BCL6 repressive gene targets in macrophages.** (**A**–**D**) *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were stimulated with 100 ng/mL of LPS for 4 h. Total RNA samples were evaluated in Figure 7. *Cxcl9*, *Usp18*, *C3*, (**B**) *Cish, Ccrl2*, *F10*, *Inhba*, (**C**) *Ccnd2*, *Csf1*, *Irf7*, *Serpine1*, and (**D**) *Oasl1*, *Mx1*, *Nampt*, and *Prdm1* by RT-qPCR. 36B4 was used as a housekeeping gene. All the experiments were performed in three independent triplicates. Values are reported as mean ± SD. Data were analyzed by ANOVA followed by Bonferroni post-testing. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 8:**
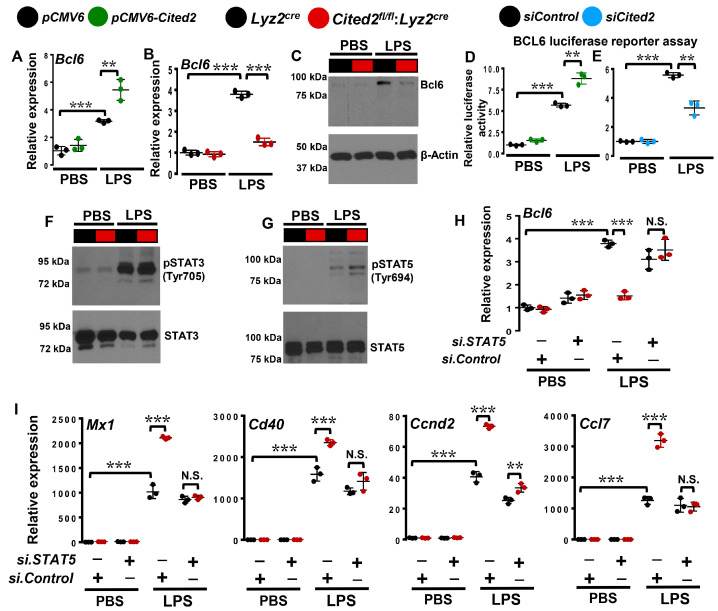
**CITED2 promotes BCL6 expression in macrophages.** (**A**–**C**) RAW264.7 cells transfected with *pCMV6* or *pCMV6-Cited2* plasmids as well as BMDMs from *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice were stimulated with 100 ng/mL of LPS for 4 h. Total RNA samples were evaluated for *Bcl6* expression by RT-qPCR (**A**,**B**) and BCL6 protein expression was analyzed by Western blot (**C**). (**D**,**E**) RAW264.7 cells were transfected with *Bcl6* promoter-driven luciferase reporter plasmid in the presence of *pCMV6-Cited2* plasmid (**D**) or *siCited2* siRNA (**E**). These cells were stimulated with 100 ng/mL of LPS for 18 h, and cell lysates were analyzed for luciferase reporter activity (*n* = 3). (**F**,**G**) *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were stimulated with 100 ng/mL of LPS for 4 h. Total protein extracts were analyzed for the phosphorylation and expression of STAT3 (**F**) and STAT5 (**G**) by Western blot (*n* = 3). (**H**,**I**) *Lyz2^cre^* and *Cited2^fl/fl^*:*Lyz2^cre^* mice BMDMs were transfected with control or *Stat5*-specific siRNA. These cells were stimulated with 100 ng/mL of LPS for 4 h. Total RNA samples from these experiments were analyzed for expression of *Bcl6* (**H**), *Mx1, Cd40, Ccnd2*, and *Ccl7* (**I**) by RT-qPCR (*n* = 3). Actin and 36B4 were used as housekeeping genes for Western blot and RT-qPCR analyses, respectively. Values are reported as mean ± SD. Data were analyzed by ANOVA followed by Bonferroni post-testing. N.S., not significant; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article. Raw data that support the findings of this study are available from the corresponding author upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12172136/s1, Figure S1. Interactive gene network of dysregulated signaling pathways in CITED2-deficient macrophages; Figure S2. (A–D) CITED2 deficiency derepresses BCL6 gene targets; Figure S3. GSEA of BCL6 repressive gene targets elevated in CITED2-deficient macrophages; Table S1. Materials and reagents used; Table S2. List of primers used.

# Supplementary material for: Myeloid-CITED2 Deficiency Exacerbates Diet-Induced Obesity and Pro-Inflammatory Macrophage Response
**Source:** Cells. 2023 Aug 24;12(17):2136. doi: 10.3390/cells12172136
**Supplement:** Supplementary file 1

## Supplementary Material

**Myeloid-CITED2 deficiency exacerbates diet-induced obesity and pro-inflammatory macrophage response.**

**Atif Zafar, Hang Pong Ng, E. Ricky Chan, Sally L. Dunwoodie, Ganapati H. Mahabeleshwar\***

### Table legends:

**Table S1.** Materials and reagents used.

**Table S2.** List of primers used.

### Figure legends:

**Figure S1. Interactive gene network of dysregulated signaling pathways in CITED2 deficient macrophages.** Interactive gene networks between the major inflammatory signaling pathways that are upregulated in CITED2 deficient macrophages were constructed by utilizing Cytoscape 3.9.1. The interactive gene network between HALLMARK inflammatory response, IL2-STAT5-signaling, IFN- $\gamma$  response, IL6-JAK-STAT3-signaling, hypoxia response, glycolysis pathway, TGF- $\beta$  signaling, coagulation, TNF- $\alpha$  signaling via NF $\kappa$ B, complement, and IFN- $\alpha$  response are shown. The dysregulated pathways are represented with triangle nodes and dark grey circles showing target genes. The gene interaction across the signaling pathways are shown in the unique color specified to a particular signaling pathway.

**Figure S2. (A-D) CITED2 deficiency derepresses BCL6 gene targets.** (A-D) Total RNA samples from *Lyz2<sup>cre</sup>* and *Cited2<sup>fl/fl</sup>:Lyz2<sup>cre</sup>* mice BMDMs were subjected to RNAseq analysis. The RNAseq data were evaluated for alteration in BCL6 repressive gene targets. The heatmaps of BCL6 repressive gene targets that are significantly upregulated in *Cited2<sup>fl/fl</sup>:Lyz2<sup>cre</sup>* mice BMDMs as compared to *Lyz2<sup>cre</sup>* mice BMDMs are shown (n=3).

**Figure S3. GSEA of BCL6 repressive gene targets elevated in CITED2 deficient macrophages.** The BCL6 repressive gene targets elevated in CITED2 deficient macrophages were subjected to GSEA by utilizing HALLMARK gene sets. The major inflammatory pathways that are significantly enriched are shown. FDR q-value \*\*\*  $p < 0.001$ .

Supplementary Figure S1

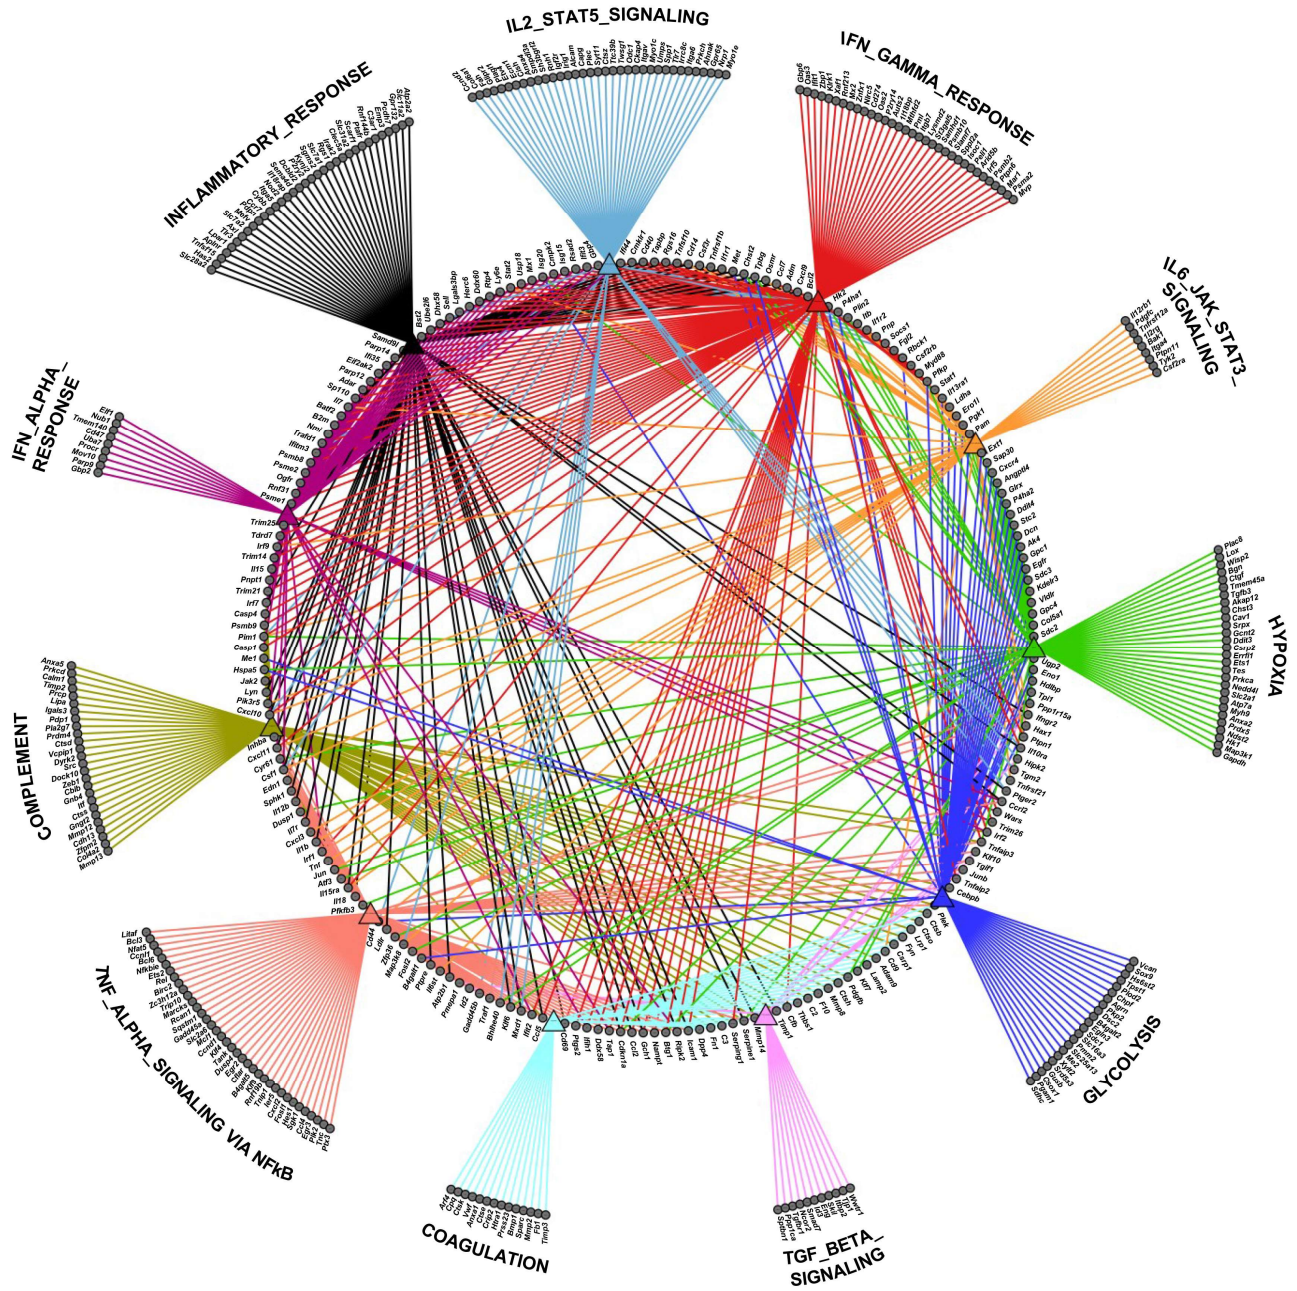

Supplementary Figure S2

BCL6 repressive targets up in CITED2 deficient BMDMs

■ *Lyz2<sup>cre</sup>* ■ *Cited2<sup>fl/fl</sup>·Lyz2<sup>cre</sup>*

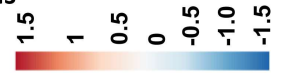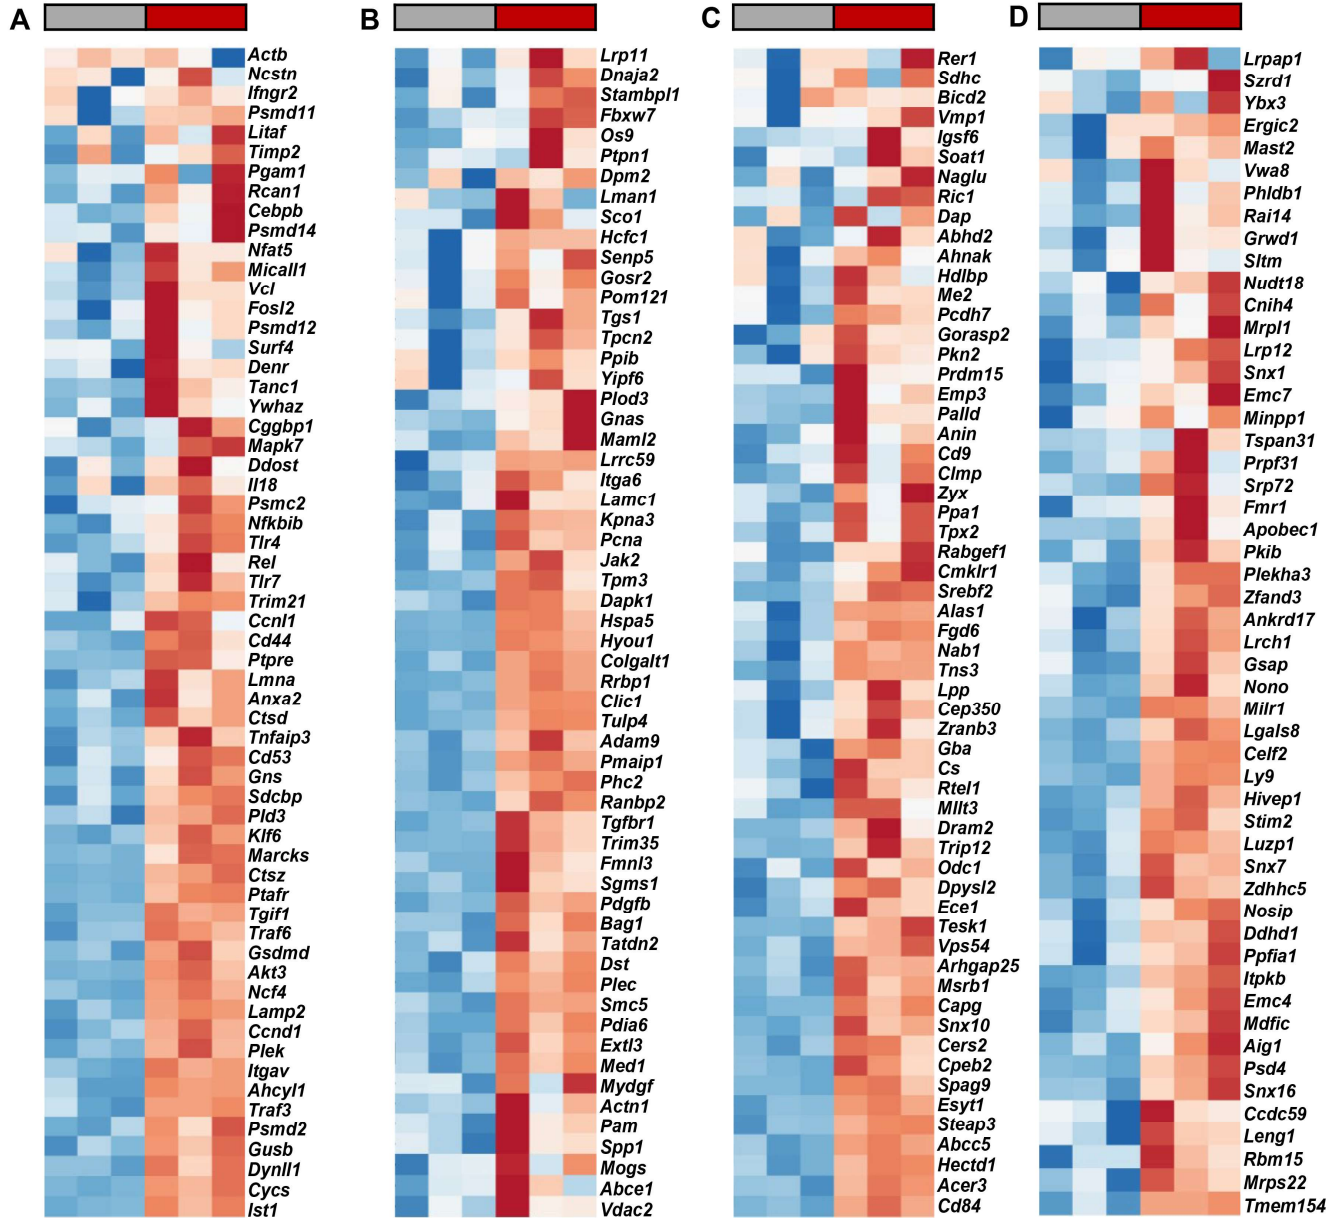

Supplementary Figure S3

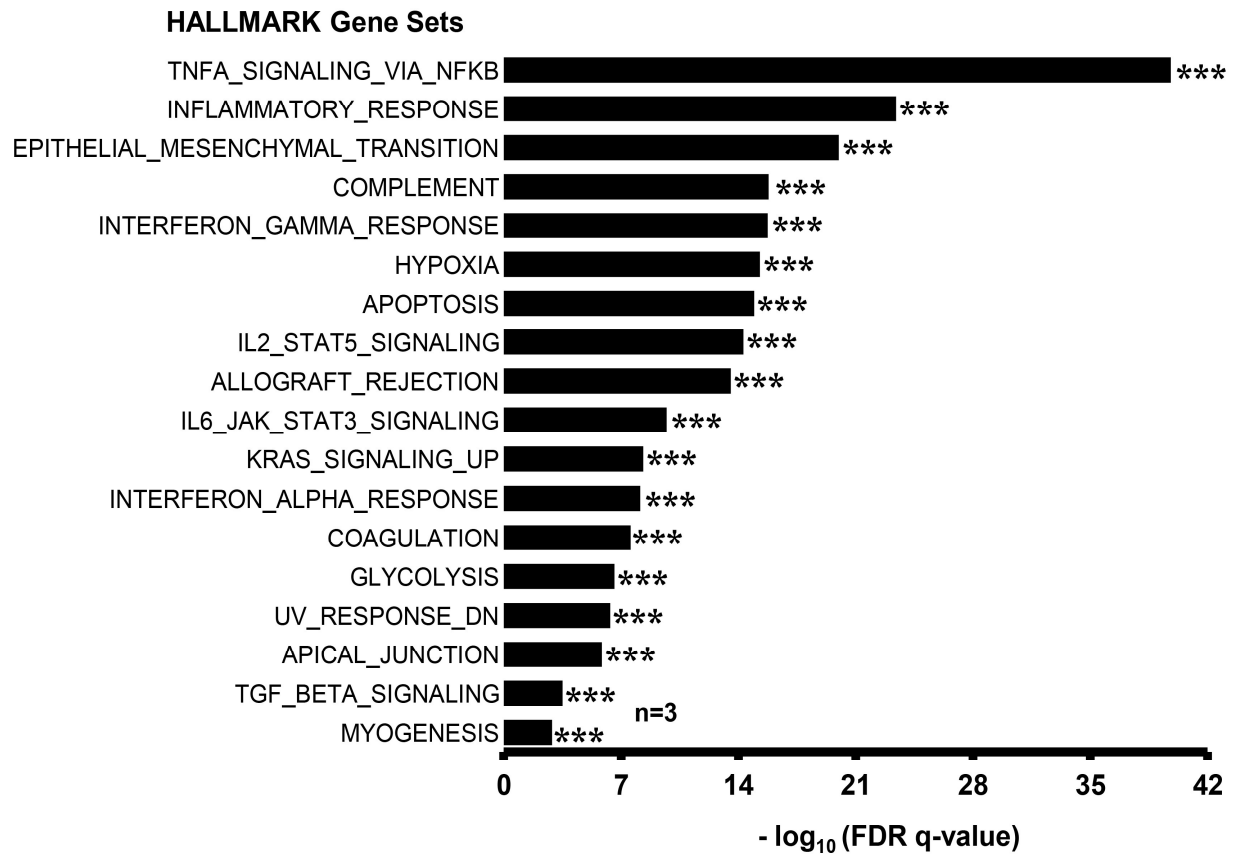

**Table S1.** Materials and reagents used.

| Reagent or resource                                   | Source                      | Identifier        |
|-------------------------------------------------------|-----------------------------|-------------------|
| <b>Antibodies</b>                                     |                             |                   |
| BCL6                                                  | Cell Signaling              | Cat # 4242S       |
| Phospho-STAT3 (Tyr705)                                | Cell Signaling              | Cat # 9145S       |
| Phospho-STAT5 (Tyr694)                                | Cell Signaling              | Cat # 4322S       |
| Anti-STAT3                                            | Cell Signaling              | Cat # 4904S       |
| Anti-STAT5                                            | Cell Signaling              | Cat # 25656S      |
| $\beta$ -Actin                                        | Santa Cruz                  | Cat # sc-130656   |
| Rabbit anti-mouse F4/80                               | Cell Signaling              | Cat # 70076S      |
| HRP-conjugated goat anti-rabbit IgG                   | ThermoFisher Scientific     | Cat # A16096      |
| HRP-conjugated goat anti-mouse IgG                    | ThermoFisher Scientific     | Cat # A16066      |
| <b>Experimental models: Cell Lines</b>                |                             |                   |
| RAW264.7                                              | ATCC                        | Cat # TIB-71      |
| <b>Experimental models: Organisms/Strains</b>         |                             |                   |
| <i>Lyz2<sup>cre</sup></i> mice                        | Jackson Labs                | Cat # 004781      |
| <i>Cited2<sup>fl/fl</sup></i> mice                    | PMID: 17133411              |                   |
| <i>Cited2<sup>fl/fl</sup>;Lyz2<sup>cre</sup></i> mice | PMID: 29203644              |                   |
| <b>Recombinant DNA</b>                                |                             |                   |
| <i>pCMV6-neo-Cited2</i>                               | Origene                     | Cat # MC202716    |
| <i>Bcl6-Luc</i> reporter vector                       |                             | PMID: 17785208    |
| <b>Sequence-Based Reagents</b>                        |                             |                   |
| Random hexamers                                       | ThermoFisher Scientific     | Cat # N8080127    |
| Oligo-dT primer                                       | ThermoFisher Scientific     | Cat # 18418020    |
| <i>siSTAT5</i> (FlexiTube siRNA)                      | Qiagen                      | Cat # GS6776      |
| <i>siCited2</i> siRNA                                 | GE-Dharmacon                | Cat # L-044387-01 |
| <b>Other reagents</b>                                 |                             |                   |
| High glucose DMEM                                     | GE-Healthcare Life Sciences | Cat # SH30249.02  |
| 1x PBS                                                | GE-Healthcare Life Sciences | Cat # SH30028.03  |
| Penicillin, Streptomycin, glutamic acid               | ThermoFisher Scientific     | Cat # 10378-016   |
| FBS                                                   | Atlanta Biologicals         | Cat # S11550      |
| Recombinant Mouse M-CSF                               | R&D Systems                 | Cat # 416-ML      |
| Lipopolysaccharide                                    | InvivoGen                   | Cat # tlrl-pb5lps |
| High Pure RNA Isolation Kit                           | Roche                       | Cat # 11828665001 |
| M-MuLV reverse transcriptase                          | New England Biolabs         | Cat # M0253L      |
| Fast SYBR Green PCR Master Mix                        | ThermoFisher Scientific     | Cat # 4385612     |

|                                 |                             |                   |
|---------------------------------|-----------------------------|-------------------|
| TaqMan Fast Advanced Master Mix | ThermoFisher Scientific     | Cat # 4444556     |
| Hematoxylin                     | ThermoFisher Scientific     | Cat # 7211        |
| Eosin                           | ThermoFisher Scientific     | Cat # 71304       |
| 10% neutral buffered formalin   | MilliporeSigma              | Cat # HT5012-1CS  |
| Antigen unmasking solution      | Vector Labs                 | Cat # H-3300      |
| ABC reagent                     | Vector Labs                 | Cat # PK-4000     |
| DAB reagent                     | Vector Labs                 | Cat # SK-4100     |
| anti-F4/80 microbeads           | Miltenyi Biotec             | Cat# 130-110-443  |
| Lipofectamine3000               | Thermo Fischer Scientific   | Cat # L3000-008   |
| Dual-Luciferase reporter assay  | Promega Corp                | Cat # E1960       |
| RIPA buffer                     | Sigma-Aldrich               | Cat # R0278       |
| Protease inhibitor              | Roche                       | Cat # 04693132001 |
| Phosphatase inhibitor           | Roche                       | Cat # 04906837001 |
| BCA assay                       | Thermo Fisher Scientific    | Cat # 23227       |
| Nitrocellulose membranes        | GE-Healthcare Life Sciences | Cat # 10401197    |
| Non-fat dry milk                | Bio-Rad                     | Cat # 1706404XTU  |
| Bovine serum albumin            | Sigma-Aldrich               | Cat # A3608       |
| TBS-T                           | Boston BioProducts          | Cat #IBB-181      |
| ECL Western Blotting Substrate  | Thermo Fisher Scientific    | Cat # 32106       |
| X-ray films                     | Denville Scientific         | Cat # E3018       |

**Table S2.** List of primers used.

| <b>Target Gene</b> | <b>Forward Primer</b>         | <b>Reverse Primer</b>         |
|--------------------|-------------------------------|-------------------------------|
| <i>Cited2</i>      | 5'-TTGGACCGCATCAAGGAG-3'      | 5'-GCACACGAAGTCCGTCATA-3'     |
| <i>Bcl6</i>        | 5'-TGCAGATGGAGCATGTTGTC-3'    | 5'-TTCACGGGGAGGTTTAAGTG-3'    |
| <i>Ccl7</i>        | 5'-GCTGCTTTCAGCATCCAAGTG-3'   | 5'-CCAGGGACACCGACTACTG-3'     |
| <i>Cxcl9</i>       | 5'-TCCTTTTGGGCATCATCTTCC-3'   | 5'-TTTGTAGTGGATCGTGCCTCG-3'   |
| <i>Usp18</i>       | 5'-GCTTGACTCCGTGCTTGAG-3'     | 5'-CGGGAGTCCACAACCTTCACT-3'   |
| <i>C3</i>          | 5'-CCAGCTCCCCATTAGCTCTG-3'    | 5'-GCACTTGCCCTCTTTAGGAAGTC-3' |
| <i>Cish</i>        | 5'-ATGGTCCTTTGCGTACAGGG-3'    | 5'-GGAATGCCCCAGTGGGTAAG-3'    |
| <i>Ccr12</i>       | 5'-GCCCCGGACGATGAATATGAT-3'   | 5'-CACCAAGATAAACACCGCCAG-3'   |
| <i>F10</i>         | 5'-CTGCTCGGAGGGATTTGA-3'      | 5'-TGTCTAGGCGGCAGAGTTTC-3'    |
| <i>Inhba</i>       | 5'-TGAGAGGATTTCTGTTGGCAAG-3'  | 5'-TGACATCGGGTCTCTTCTTCA-3'   |
| <i>Ccnd2</i>       | 5'-GAGTGGGAACTGGTAGTGTG-3'    | 5'-CGCACAGAGCGATGAAGGT-3'     |
| <i>Csf1</i>        | 5'-ATGAGCAGGAGTATTGCCAAGG-3'  | 5'-TCCATTCCCAATCATGTGGCTA-3'  |
| <i>Irf7</i>        | 5'-GAGACTGGCTATTGGGGGAG-3'    | 5'-GACCGAAATGCTTCCAGGG-3'     |
| <i>Serpine1</i>    | 5'-AGGATCGAGGTAAACGAGAGC-3'   | 5'-GCGGGCTGAGATGACAAA-3'      |
| <i>Oasl1</i>       | 5'-GAGACAGCTCAGGGGACAAA-3'    | 5'-GAGCCACTATGTCCCATCTGTA-3'  |
| <i>Mx1</i>         | 5'-TTCAAGGATCACTCATTCAGC-3'   | 5'-GGGAGGTGAGCTCCTCAGT-3'     |
| <i>Nampt</i>       | 5'-GCAGAAGCCGAGTTCAACATC-3'   | 5'-TTTTACGGCATTCAAAGTAGGA-3'  |
| <i>Prdm1</i>       | 5'-GAGGATCTGACCCGAATCAA-3'    | 5'-GTTGCTGTGAGGCAACTTCA-3'    |
| <i>Cd40</i>        | 5'-TGTCATCTGTGAAAAGGTGGTC-3'  | 5'-ACTGGAGCAGCGGTGTTATG-3'    |
| <i>Il1a</i>        | 5'-GCACCTTACACCTACCAGAGT-3'   | 5'-AAACTTCTGCCTGACGAGCTT-3'   |
| <i>Tnf</i>         | 5'-CCCTCACACTCAGATCATCTTCT-3' | 5'-GCTACGACGTGGGCTACAG-3'     |
| <i>Ccl2</i>        | 5'-TTAAAAACCTGGATCGGAACCAA-3' | 5'-GCATTAGCTTCAGATTTACGGGT-3' |
| <i>Il12b</i>       | 5'-TGGTTTGCCATCGTTTTGCTG-3'   | 5'-ACAGGTGAGGTTCACTGTTTCT-3'  |
| <i>Mrc1</i>        | 5'-GGACGAGCAGGTGCAGTT-3'      | 5'-CAACACATCCCGCCTTTC-3'      |
| <i>Arg1</i>        | 5'-TTTtagGGTTACGGCCGGTG-3'    | 5'-CCTCGAGGCTGTCCTTTTGA-3'    |
| <i>Chil3l3</i>     | 5'-CAGGTCTGGCAATTCTTCTGAA-3'  | 5'-GTCTTGCTCATGTGTGTAAGTGA-3' |
| <i>Retnla</i>      | 5'-CCCTCCACTGTAACGAAGACTC-3'  | 5'-CACACCCAGTAGCAGTCATCC-3'   |
| <i>36B4</i>        | 5'-GCTCCAAGCAGATGCAGCA-3'     | 5'-CCGGATGTGAGGCAGCAG-3'      |

How the deposited data were processed for this re-analysis (not part of the article)

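RNA from resting BMDMs was measured in 6 libraries, 3 from control *Lyz2 cre* mice and 3 from CITED2-deficient *Cited2 fl/fl*:*Lyz2 cre* mice. The authors removed ribosomal RNA, sequenced stranded libraries, mapped the reads to mm10 with STAR and deposited the FPKM that Cuffdiff gave for each gene and library with the GENCODE annotation. The versions of these tools are not given in the sources used here. Values were not pooled over replicates, and 22248 genes are listed. FPKM are already divided by gene length and library size, so a few strongly changed genes can shift all others, and depth must be recovered from the steps between values.

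Fragment numbers were recovered from the FPKM with the mean transcript length of each gene in GENCODE vM21, for which 22239 genes were matched. The share of values within 0.02 of a whole number was 96.1% of matched genes in all 6 libraries. The depth was 17289286 to 18952077 fragments (median 18900561) in control BMDMs and 22583995 to 26100410 (median 25410611) in CITED2-deficient BMDMs. Replicates differed by more than sampling noise, with a mean chi-square per gene of 2.31 to 3.07 between control libraries and 4.12 to 6.46 between CITED2-deficient libraries, so none was counted as a duplicate. Genes were matched to coordinates in mm10.

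Genes with a mean FPKM of at least 1 (11687 genes) were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a variance trend and Benjamini-Hochberg adjustment. The design assumed FPKM, as the paper states, and the alternatives for raw counts were not applicable. Reactome sets came with fgsea 1.28.0, and 11334 ranked genes had an Entrez identifier. Marker lists of cell types that can occur in bone marrow cultures were tested with camera (correlation 0.01) where at least 3 genes were tested. Changed genes within 10 Mb of *Cited2* were compared with the rest by a one-sided Fisher's exact test. The steps were tested on simulated data for 11065 genes with 200 changed, in 3 against 3 libraries. The fit recovered 80.6% of genes changed by 1.5 fold and 98.5% of genes changed by 2 fold, and 6.53% of its calls were false. With nothing changed the fit gave 0 calls. The simulation gave every gene the same dispersion, no shift of the typical gene, and far fewer changed genes than passed in the data (5994). Its rates therefore need not hold for the data.

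The genes named in the text follow a rule fixed before the values were seen. They are the genes the paper names for its RNAseq and RT-qPCR figures with *Cited2*, *Bcl6*, *Stat3*, *Stat5a* and *Stat5b*, the 5 largest rises and falls past the threshold with groups that do not overlap, marker list members, and the neighbors of *Cited2*. The lists were written after the paper and its heatmaps had been read. Other genes in the closing observations were chosen after their values were seen. Some genes under this rule are not reported here.

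Alternatives were a pseudocount of 0.1 or 0.5, no filter or a mean FPKM of at least 5, quantile normalization, median-ratio scaling, limma without the trend, array weights, a replicate block, each library left out in turn, a fold change of at least 2, groups that do not overlap, other set tests and rankings, and windows of 2 and 50 Mb. Limma-voom on the recovered fragments, thinning to equal depth and removal of the trend with GC content and length were added after the data had been seen. Hallmark sets, the BCL6 target list of the cited study, the Cuffdiff test and the Circos and Cytoscape networks were not used here.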

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

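The text of the paper names neither *Trim34b* nor the genes of the fibroblast list. *Trim34b* was picked from many changed genes after its values had been seen. The fibroblast list and its test were planned, while the tests of fibroblast cells, CITED2-deficient replicate 1, strain sequence and paralogs as explanations were chosen after the result was seen.

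The fibroblast or stromal marker list rose as a set in CITED2-deficient BMDMs. All 13 tested genes of the 20 listed were higher past the threshold in limma, with a median log2 fold change of 1.49 (adjusted p = 1.54e-08 by camera with the preset correlation). Fry also called it (adjusted p = 0.00308), and camera with an estimated correlation did not (0.286). *Col1a1* was at an FPKM of 305, 62.0 and 62.6 in CITED2-deficient replicates 1 to 3 and 15.5, 14.2 and 16.6 in control replicates 1 to 3. A single library does not account for the rise, since without CITED2-deficient replicate 1 the median was 1.16 and the list still passed, although *Col1a1* fell from 2.71 to 1.95. Of the 7 listed genes below the filter, *Dpt*, *Lum* and *Mfap5* did not rise (-0.13, -0.075 and -0.011), and they are near the floor. *Fbln1*, *Twist1*, *Fap* and *Thy1* were higher (0.59, 0.50, 0.50 and 0.19), and the first 3 passed in limma without a filter. More stromal cells in these cultures and higher expression of these genes in macrophages both stay open, since the median of the list (1.49) is the pattern itself and tests neither. The same question is open for *Sparc*, *Timp3* and *Mmp2*, which the paper names and which were also highest in CITED2-deficient replicate 1. For the number of lists past the threshold, 2 of the 10 splits into 3 and 3 gave as many, so that number cannot exclude chance. It counts lists of any kind and does not test the rise of this list.

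*Trim34b* (ENSMUSG00000090215, chromosome 7, 104329471 to 104336909) was almost absent from control libraries, with 9, 1 and 0 fragments, and gave 568, 602 and 597 fragments in CITED2-deficient replicates 1 to 3 (log2 fold change 3.79, adjusted p = 2.74e-08 from limma). In the same cluster *Trim12a* fell to 2, 2 and 1 fragments from 549, 532 and 570, and *Trim5* to 1, 1 and 3 from 299, 267 and 305. *Trim34a* did not change (log2 fold change -0.00090, adjusted p = 0.993 from limma). Over the genome 9 tested genes fell to 1/10 of the control mean or lower. *Trim5* and *Trim12a* were the only pair of these within 500 kb of each other that did not overlap (1 pair). *Gm26740* and *Hmgb1-ps8* overlap and count as 1 locus. The rule for such pairs was set with these genes in view, so it tests nothing, and a strain variant against the reference stays open. The paper gives a pure C57BL/6 background for both genotypes. Reads moved between paralogs cannot be told apart from a strain variant. *Trim34b* and *Trim12c* gained 78.6 CPM (fragments scaled to library size) while *Trim5* and *Trim12a* lost 45.6 CPM, but *Trim12c* may also follow the interferon genes, and the reads themselves were not analysed here. Regulation by CITED2 stays open and was not tested.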

How the results depend on the processing

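All alternatives here were planned except limma-voom on recovered fragments, thinning to equal depth and the correction for GC content and length, which were chosen after the data had been seen.

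The number of changed genes (5994) stayed within 1.5 times under every alternative except the added fold threshold, which left 615 genes (435 higher and 180 lower) by its own construction. Leaving out each library gave 5211 to 5475 genes. Limma-voom gave 5860 of 11065 genes. Groups did not overlap for 7006 genes, where chance gives 10% of genes. Scaling changed the balance. Median-ratio scaling lowered the number of genes that fell from 4044 to 2576 and kept 75.5% of the 5994 calls, and quantile normalization gave 2265 higher and 3125 lower (42.0% higher). Median-ratio scaling sets the typical gene near no change, so the evened balance follows from its construction. Why the typical gene lies lower in CITED2-deficient BMDMs with the deposited FPKM was not tested.

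The number of fixed Reactome sets past the threshold (6) became 15 with fry and 0 with camera using an estimated correlation, where 4 sets had an unadjusted p under 0.05. Fry makes no comparison with other genes, so its count does not measure enrichment. Camera with the preset correlation gave 6, and leaving out each library gave 6 each time. With fibroblast and matrix genes removed from the other sets, with a mean FPKM of at least 5, and ranked by moderated t, 5 sets passed. The removal left the extracellular matrix organization set and the ranking whole, so it does not test the call of that set. The marker lists went from 2 to 4 with fry and to 0 with estimated correlation, where 0 lists had an unadjusted p under 0.05. The text-named genes past the threshold went from 22 to 37 with median-ratio scaling, all 37 higher, and the count adjusted over the list alone went from 22 to 40 with the same scaling. Leaving out each library gave 19 to 21 genes, and 20 to 22 adjusted over the list alone. The marker lists numbered 2 to 3 when a library was left out. The cause was not tested.

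Several sets that did not pass changed direction. Glycolysis was at a score of 0.602 with quantile normalization, 0.659 with median-ratio scaling, 0.616 without CITED2-deficient replicate 3 (-0.979 to 0.616 over the libraries left out) and 0.933 ranked by moderated t. It was also in the higher direction by camera (adjusted p = 0.559 preset, 0.915 estimated) and fry (0.584). Mitotic cell cycle was at 0.550, 0.625 and 0.794 with quantile normalization, median-ratio scaling and moderated t, and in the higher direction by camera (adjusted p = 0.995 preset, 0.996 estimated), while fry called it lower (0.00962). Fibrin clot formation was in the higher direction by camera (0.836 preset, 0.958 estimated), while fry called it lower (0.000695). Fry also called cellular response to hypoxia lower (0.00667). TGF-beta receptor signaling was at -0.725 with a mean FPKM of at least 5, -0.957 with moderated t, and lower by fry (adjusted p = 0.00114). The TLR4 cascade was lower by fry (adjusted p = 0.0214). The chemokine receptor set did not pass when ranked by moderated t. The cause was not tested.

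Among single genes, *Anxa5* was at 0.088 with median-ratio scaling, 0.013 without control replicate 2 and 0.018 without CITED2-deficient replicate 2, with a range of -0.031 to 0.018 over the libraries left out. *Map3k1* was at -0.0011 without CITED2-deficient replicate 2 (highest 0.040), and *Eno1* at -0.033 without CITED2-deficient replicate 1 (highest 0.047). These values did not pass the threshold. Median-ratio scaling raised other abundant genes by a similar step (*B2m* from 1.07 to 1.17, *Lyz1* from -2.31 to -2.22). The sign of *Anxa5* under that scaling therefore follows from this step and says nothing about the gene itself. Of 81 named genes past the threshold, 72 kept their direction and call in every alternative that tested them. A mean FPKM of at least 5 left some of them untested, among them *Inhba*, *Mmp2* and *Ptgs2*. The other 9 were *Ptpn6*, *Fosl2*, *Rbck1*, *Cd9*, *Chil3*, *Bcl6*, *Stat3*, *Stat5b* and *Mmp9*, and 8 of them lost the call when a library was left out. The cause of the other changes was not tested.

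The replicate numbers do not pair the libraries, since the correlations of same-numbered deviations were 0.0138, 0.00784 and 0.0402. With the replicate block 5708 genes passed. Among the named genes *Ptpn6*, *Rbck1* and *Stat5b* then no longer passed, while *Clec5a* and *S100a9* did.

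Depth limits the genes below the filter, which hold few fragments. It does not account for the number of calls, since 5459 genes passed after thinning every library to 17289286 fragments, against 5673 before, and 93.9% of these were kept. After removal of the trend with GC content and length 5527 genes passed. The 10 most abundant genes took nearly the same share of FPKM in both groups (0.0132 percentage points apart), and the highest *Cited2* FPKM of a CITED2-deficient library was 9.27, which argues against a swapped label. The last 2 tests were chosen after the result was seen. Among the 10 splits of the libraries into 3 and 3, 1 gave as many changed genes as the genotypes, 1 as many text-named genes and 1 as many changed genes near *Cited2*, in each case the genotypes themselves. The other 9 splits gave 0 genes past the threshold in limma for each of these, and at an unadjusted p under 0.05 they gave 99 to 139 genes, 0 to 1 text-named genes and 0 to 1 genes near *Cited2*. For Reactome sets 3 of 10 splits gave as many, and the splits that mixed the genotypes gave 4 to 6 sets. With 10 splits this count alone cannot exclude chance.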

Differences from the paper's values

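The settings below were planned except limma-voom, which was chosen after the values were seen.

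No value stated by the paper for a shared measure differed by more than the limits used here. The ranked list of Fig. 6C crosses zero at about 11000 genes, read by eye, and the mean was higher in CITED2-deficient BMDMs for 9379 of 22248 genes. Median-ratio scaling gave 11249 genes, quantile normalization gave 9867, and leaving out each library gave 8920 to 9735.

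The paper states that the genes it names for Figures 4 and 6D were significantly raised. Here 22 of the 40 tested genes were higher past the threshold in limma, with 18 not past it and 5 below the filter. All 8 tested targets of Fig. 6D passed. The IL6-STAT3/STAT5 genes *Gpr65*, *Lrrc8c*, *Ptpn1*, *Lrig1*, *Prkch* and *Il10ra* did not, with log2 fold changes from 0.036 to 0.34, and neither did *Psma2*, *Nub1*, *Clec5a*, *Birc2*, *Nfkbie*, *Bcl3*, *Nfat5*, *Ndst2*, *Map3k1*, *Eno1*, *Me1* and *Anxa5*. *Anxa5* had a log2 fold change of -0.0083, and quantile normalization called it lower (-0.080). Median-ratio scaling called 37 of the 40, leaving out *Ndst2*, *Me1* and *Anxa5*. Quantile normalization called 30, and testing every listed gene called 24, with *Auts2*, *Sphk1*, *Osmr*, *Cfb* and *Nos2* gained and *Cd9*, *Fosl2* and *Ptpn6* lost. Limma-voom, chosen after the values were seen, called 27 and dropped 0 of the 22.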

Other observations

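The test of genes near *Cited2* was planned, though what it would show was written down after changes of some neighbors had been seen. The tests on adipocyte and class II genes used genes not looked at before but were chosen after related genes had been seen. The tests on *Lyz1*, granulocyte precursors and dendritic cells were chosen after the result was seen.

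*Bcl6* in resting BMDMs was at an FPKM of 27.8 ± 1.73 in control and 30.9 ± 1.05 in CITED2-deficient BMDMs (SD, n = 3 each; log2 fold change 0.15, adjusted p = 0.0434 from limma). The call was lost without a filter, without the variance trend, and when any library other than control replicate 3 was left out. The rise was larger after median-ratio scaling (0.24) and quantile normalization (0.20), and passed in both. *Mrc1*, which the paper measured in adipose tissue macrophages, went from 353 ± 4.09 to 104 ± 5.66 (log2 fold change -1.76), *Chil3* had -0.17, a call lost after median-ratio scaling, without a filter, without the variance trend, and without control replicate 1 or 2 or CITED2-deficient replicate 3, and *Ccl2* had 0.91. *Il1a*, *Il12b*, *Arg1* and *Retnla* were below the filter. Without a filter *Arg1*, which lies within 10 Mb of *Cited2*, fell (-0.99, adjusted p = 0.00138 from limma; 30, 23 and 23 fragments in control and 10, 3 and 7 in CITED2-deficient replicates 1 to 3) and *Il12b* rose (0.32, adjusted p = 0.0334; 0, 1 and 1 against 20, 13 and 6 fragments), while *Il1a* and *Retnla* did not pass.

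Genes of MHC class II fell while class I genes rose. *Ciita*, *Cd74* and *H2-Ab1* had log2 fold changes of -0.66, -0.59 and -0.80. These genes were chosen after their values were seen. The 5 class II genes *H2-Aa*, *H2-Eb1*, *H2-DMa*, *H2-DMb1* and *H2-Ob*, not looked at before, all fell, with a median of -0.68, and 5 class I genes rose, with a median of 1.07. *H2-Ob* was below the filter. The 4 tested class II genes also fell under quantile normalization and median-ratio scaling. The values are consistent with lower *Ciita* as a hypothesis. Fewer dendritic cells cannot be told apart from it, since the 7 listed dendritic cell genes (median 0.031, 6 higher and 1 lower) were all below the filter. Without a filter *Clec9a* (0.63, adjusted p = 0.0112 from limma), *Ccr7* (0.38, 0.0403) and *Xcr1* (0.12, 0.0418) passed as higher and 0 passed as lower, which goes against fewer dendritic cells, but these genes are near the floor (at most 45 fragments in a library) and exclude nothing.

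Control replicates 1 and 2 held adipocyte transcripts. *Adipoq* gave 30 and 36 fragments there, 0 in control replicate 3, and 0, 0 and 2 in CITED2-deficient replicates 1 to 3. Of 10 adipocyte genes not looked at before, 7 were higher in control replicates 1 and 2 than in each of the other 4 libraries, among them *Cidec* (22 and 27 fragments). Of these 7, *Adig*, *Acvr1c* and *Adrb3* rest on at most 4 fragments in a library, and *Plin4* gave 29 and 27 fragments there against 27, 23 and 25 in the deeper CITED2-deficient libraries. This may reflect a few adipocytes carried into those cultures, and it lies within the control group, so no biological explanation was tested. The falls of *Cfd* and *Car3* in CITED2-deficient BMDMs rest on these libraries.

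*Lyz1* and *Lyz2*, chosen after their values were seen, had log2 fold changes of -2.31 and -1.59. The paper gives 1 *Lyz2* Cre allele in both genotypes, which argues against a difference in the number of Cre alleles. The value of *Lyz1* (-2.31) decides nothing here, since *Lyz1* and *Lyz2* are similar neighbors, so fragments could have been divided between them, and *Lyz1* had the higher FPKM (229 against 31.3 in control BMDMs).

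*Mpo*, *Elane* and *Prtn3* fell by 2.54, 2.08 and 2.12 on the log2 scale, and the granulocyte list as a whole had a median of -0.40 (adjusted p = 0.0234 by camera with the preset correlation, 0.286 with an estimated one, 0.000213 by fry). The other tested genes of the list had a median of -0.28, with *Retnlg* higher (1.74). Fewer granulocyte precursors could lower the first 3 genes, but mature neutrophil genes went both ways and decide nothing. The macrophage list (median 0.071, adjusted p = 0.111) and the osteoclast list (median 0.26, adjusted p = 0.0542) did not pass by camera with the preset correlation, while fry called both higher (0.000213 and 0.00214). The B cell, dendritic cell, endothelial, erythroid and T or NK cell lists had too few tested genes. *Xist* was expressed in all 6 libraries (means 50.4 and 43.5), and 0 of 4 Y-linked genes sought are listed.

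Sequence of another strain around the floxed allele could add changed genes near *Cited2*. Of 58 tested genes within 10 Mb, 36 were changed, against 5955 of 11623 elsewhere (odds ratio 1.56, one-sided Fisher's exact p = 0.0643). Windows of 2 and 50 Mb gave one-sided Fisher's exact p = 0.368 and 0.314. The number of genes leaves this open. Of the 9 genes that fell to 1/10 or lower, 3 lie within 10 Mb (*Gm26740* with *Hmgb1-ps8* inside it, and *Mir6905*), and *Pde7b* there rose by 2.33 on the log2 scale. These go with such a sequence but were chosen after their values were seen. *Mir6905* is so short (chromosome 10, 24910664 to 24910733) that its control mean FPKM of 2.29 stands for few fragments. The nearest genes, *Gm47770* and *Gm20655*, were below the filter.

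Genes of signaling chosen after their values were seen are *Ifngr1*, *Hif1a*, *Nfkbia* and *Ifnb1*. *Ifngr1* fell (-0.92) and *Hif1a* fell (-0.33), both past the threshold in limma and in the same direction under both scalings. *Ifngr1* lies within 10 Mb of *Cited2*. *Nfkbia* did not pass (-0.019, and 0.075 after median-ratio scaling). *Ifnb1* gave 0 fragments in each control library and 5, 2 and 5 in CITED2-deficient replicates 1 to 3.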
